# Combined Metabolite and Transcriptome Profiling Reveals the Norisoprenoid Responses in Grape Berries to Abscisic Acid and Synthetic Auxin

**DOI:** 10.3390/ijms22031420

**Published:** 2021-01-31

**Authors:** Lei He, Nan Meng, Simone D. Castellarin, Yu Wang, Qi Sun, Xiang-Yi Li, Zhi-Gang Dong, Xiao-Ping Tang, Chang-Qing Duan, Qiu-Hong Pan

**Keywords:** norisoprenoid, grape berry ripening, abscisic acid, naphthaleneacetic acid, gene expression, DAP-seq, alternative splicing

## Abstract

The abscisic acid (ABA) increase and auxin decline are both indicators of ripening initiation in grape berry, and norisoprenoid accumulation also starts at around the onset of ripening. However, the relationship between ABA, auxin, and norisoprenoids remains largely unknown, especially at the transcriptome level. To investigate the transcriptional and posttranscriptional regulation of the ABA and synthetic auxin 1-naphthaleneacetic acid (NAA) on norisoprenoid production, we performed time-series GC-MS and RNA-seq analyses on *Vitis vinifera* L. cv. Cabernet Sauvignon grape berries from pre-veraison to ripening. Higher levels of free norisoprenoids were found in ABA-treated mature berries in two consecutive seasons, and both free and total norisoprenoids were significantly increased by NAA in one season. The expression pattern of known norisoprenoid-associated genes in all samples and the up-regulation of specific alternative splicing isoforms of *VviDXS* and *VviCRTISO* in NAA-treated berries were predicted to contribute to the norisoprenoid accumulation in ABA and NAA-treated berries. Combined weighted gene co-expression network analysis (WGCNA) and DNA affinity purification sequencing (DAP-seq) analysis suggested that VviGATA26, and the previously identified switch genes of myb RADIALIS (VIT_207s0005g02730) and MAD-box (VIT_213s0158g00100) could be potential regulators of norisoprenoid accumulation. The positive effects of ABA on free norisoprenoids and NAA on total norisoprenoid accumulation were revealed in the commercially ripening berries. Since the endogenous ABA and auxin are sensitive to environmental factors, this finding provides new insights to develop viticultural practices for managing norisoprenoids in vineyards in response to changing climates.

## 1. Introduction

Norisoprenoids are among the most important grape-derived flavor compounds in wine, especially for non-Muscat cultivars. With very low olfactory perception thresholds and powerful aroma properties, they contribute to the floral and fruity attributes of grapes and wines [1,2]. Due to the important sensory contribution of norisoprenoids, extensive researches were conducted on the response of these compounds to some treatments such as synthetic auxin application [3], sunlight exposure [4], and partial rootzone drying [5]. Norisoprenoids are carbonyl compounds with 9, 10, 11, or 13 carbon atoms which derived from oxidative degradation of carotenoids, a diverse group of C40 pigments in plant [6]. Previous studies have identified three carotenoid cleavage dioxygenase (CCD) enzyme family members (CCD1, CCD4a, and CCD4b) that can catalyze the cleavage of carotenoid substrates, and then produce norisoprenoids [6,7]. The expression of these three genes has been found to significantly increase in grape berries at the onset of ripening (veraison), compared to pre-veraison berries [7]. Chen et al. observed that *VviCCD1* increased from the green stage and peaked at around veraison, while the transcript abundance of *VviCCD4b* and *VviCCD4a* started to increase from veraison and after veraison, respectively [8]. They suggested that the higher level of norisoprenoids content in response to distinct climate was related to up-regulated *VviCCD4b*. However, the other regulatory mechanisms of norisoprenoid accumulation like alternative splicing, transcriptional regulation by transcription factors (TFs), and regulatory network with other genes are poorly understood. Alternative splicing (AS), as one important posttranscriptional regulatory mechanism that can affect mRNA stability and increase protein diversity, has recently gained attention in grapevine research. Vitulo et al. found that 30% (8668) of the grapevine predicted genes undergo AS with 64% of these alternatively spliced genes possess more than two isoforms and produce 32,395 different isoforms in grape berry [9]. They also suggested that AS can affect miRNA target sites, indicating its contribution to the transcriptional complexity and regulation. Furthermore, it was found that AS seems to be conserved among different varieties [10]. Using combined transcriptomic and proteomic analysis, Jiang and the colleagues have proven that AS plays an important posttranscriptional regulatory role in the response of grape leaves to high-temperature stimuli [11]. In the aspect of transcriptional regulation, we recently have identified a MADs family transcription factor (TF) *VviMADS4* directly down-regulating *VviCCD4b* expression [12], and a *VviWRKY40* transcription factor responsible for monoterpenoid glycosylation [13]. However, to date, there is no report uncovering the potential TFs positively regulating the biosynthesis of norisoprenoids and other volatile organic compounds in grape berry.

The norisoprenoids markedly increase at around veraison [8,14], which is a crucial shift point for grape berries to change from green/immature to ripe/mature, and encompasses physiological and metabolic changes. These changes include berry softening, sugar, anthocyanin, and flavor accumulation, and parallel an increase of abscisic acid (ABA) level and a decrease of auxin level [15,16,17]. Hormones are proven to play a major role in controlling several ripening-associated processes like fruit coloration and aroma development [18,19]. Among the hormones accumulated in grape berry, ABA and auxin are considered critical for the regulation of ripening progression. Several studies confirmed that ABA increase and auxin decline are tightly associated with the initiation of ripening [17,18,20]. However, the understanding of the role of the two hormones in regulating norisoprenoid production is limited. One report mentioned that the exogenous application of auxin-like compounds can delay ripening and simultaneously affect the concentration of norisoprenoids in wines [3]. Moreover, our previous study preliminarily investigated the effects of ABA and synthetic auxin 1-naphthaleneacetic acid (NAA) on anthocyanins and volatile compounds in grape berry at the beginning of ripening [21]. In the present study, we further evaluated the roles of ABA and NAA in regulating the biosynthesis of norisoprenoid at both the metabolite and transcriptional levels. The purpose of this work was to elucidate the regulatory mechanism underlying the effects of ABA and NAA application on the accumulation of norisoprenoids, a class of important carotenoid degradation products in grape berry, and to find the potential regulatory genes. The gained results will provide new insight into controlling metabolism from carotenoids to norisoprenoids. Due to the important contribution of norisoprenoid compounds to the varietal aroma of neutral variety wines like Cabernet Sauvignon, the research outcome also can guide viticulturists on the decision of viticulture management that leads to a good varietal aroma.

## 2. Results

### 2.1. Effects of ABA and NAA on Berry Development and Ripening

#### 2.1.1. Evolution of Sugar and Acidity

Two ripening parameters of grape berry, total soluble solids (TSS) and titratable acidity (TA), were compared between the treatments and the control at five phenological stages. There was no significant difference in TSS and TA at E-L 33 stage before the treatments were conducted. After ABA spraying in 2015 and 2016, the initiation of ripening (E-L 35 stage) of grape berries was advanced about one week and the subsequent ripening process was also accelerated by both ABA800 and ABA1000 treatments (Figure 1). Both ABA1000 and ABA800-treated berries accumulated TSS faster than the control. As a result, these berries achieved technological maturity (E-L 38 stage) about 17 days ahead of the control in 2015 and 25 days earlier than the control in 2016 (Figure 1). In contrast, NAA-treated berries reached technological maturity about 25 days later than the control group owing to the slower speed of TSS accumulation. At the same time, the ABA application markedly promoted the TA decrease, whereas NAA suppressed it. It was interesting to see that the influence of NAA mainly laid in delaying the onset of grape berry ripening (from E-L33 to E-L 35) and extending the berry coloration process (from E-L35 to E-L 36)

#### 2.1.2. Changes of Endogenous ABA and Auxin Biosynthesis and Signaling Pathway

We then investigated the responses of endogenous ABA and auxin biosynthesis and signaling to ABA and NAA spraying. The levels of endogenous ABA and indole-3-acetic acid protein (IAA) in grape berries were measured at stages of E-L 33, E-L 34, E-L 35, and E-L 36 (Figure 2A). There was no significant difference in ABA and IAA concentration among all samples at E-L 33, before treatment application. The ABA concentration peaked at E-L 34 stage then decreased until ripening in the control group. In contrast, the concentration of ABA increased sharply at E-L 34 after ABA1000 and ABA800 application, while the ABA accumulation in NAA-treated samples was inhibited by NAA treatment. Both ABA treated and control samples were found to have their ABA peak at E-L 34, whereas the peak time was delayed to E-L 35 stage in NAA treated samples. Transcriptomic data of ABA1000, NAA100, and the control in 2015 showed that three VviNCEDs, which are involved in both norisoprenoid and ABA biosynthesis, were found to be up-regulated by ABA treatments at three different developmental stages, respectively (Figure 2B). 

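The deposited table lists the expression of 25280 genes in 36 RNA-seq libraries of whole berries of Cabernet Sauvignon collected in 2015. The libraries form 12 groups of 3 biological replicates, a group for each combination of the control, ABA1000 (1000 mg/L ABA) or NAA100 (100 mg/L NAA) with 1 of 4 stages, which were E-L 34, 35, 36 and 38. The values were made by the authors, who mapped 150-bp paired-end reads to the grape reference genome and gave the abundance of each gene as FPKM, that is scaled to the length of the transcript and the number of mapped fragments. The table holds no read counts, so the precision of single values cannot be derived from it. Table S10 of the paper lists 66.7 M to 69.9 M clean reads per library, of which 50.1 M to 56.5 M were mapped. The median number of mapped reads within a group lay between 50.6 M (NAA100 at E-L 38) and 56.0 M (NAA100 at E-L 34). From the deposited FPKM, log2(FPKM + 1) was taken and the 12 groups were fitted together with limma, with its trend option, for the 17598 genes that reached 1 FPKM in at least 3 libraries. Each treatment was compared with the control of the same stage, p-values were adjusted by the Benjamini-Hochberg method over these genes within each comparison (limma adjusted p below), and a gene was counted as differentially expressed at an adjusted p of at most 0.01 and a log2 fold change of at least 1 in size, the limits stated in the methods of the paper. A log2 fold change on this scale is smaller than that of the FPKM themselves where a gene lies near or below 1 FPKM. Values are given as the mean FPKM ± SD of 3 libraries. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1, so single genes were tested with limma. Calls are those of the joint fit, and a fit of the 6 libraries of a comparison alone served as an alternative. The joint fit takes the spread of a gene from all 12 groups. Its p-values therefore do not measure the spread of the 6 compared libraries alone.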

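VviNCED3 (VIT_219s0093g00550) lies on chromosome 19 from 17645348 to 17647649 in the deposited table, VviNCED1 (VIT_205s0051g00670) on chromosome 5 and VviNCED2 (VIT_210s0003g03750) on chromosome 10. In ABA-treated berries at E-L 35, VviNCED3 was expressed at 185 ± 15.5 FPKM against 48.5 ± 7.47 in the control (log2 fold change 1.92, standard error 0.30, limma adjusted p = 1.4e-04). VviNCED1 was expressed at 6.77 ± 2.29 FPKM in ABA-treated berries and 2.93 ± 0.907 in the control at E-L 34, where its log2 fold change of 0.97 did not pass the threshold (limma adjusted p = 0.020). The expression of VviNCED2 at E-L 36 was 20.1 ± 0.554 FPKM with ABA and 9.90 ± 2.00 in the control, and its log2 fold change of 0.97 did not pass the threshold either (limma adjusted p = 0.016). Each of these 3 genes was higher in all 3 ABA libraries than in all 3 control libraries of the named stage, an order that 10% of genes show by chance in either direction. Of the combinations of gene, treatment and stage that Figure 2B marks as changed, 17 passed the threshold in the direction of the figure, 17 when adjusted over the list alone, and the others had a fold change in the direction of the figure without passing it. Of the alternatives, a filter on a mean of at least 5 FPKM moved this number most, to 13, because fewer genes were tested.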

On the contrary, the VviNCEDs were down-regulated by NAA treatment, especially at E-L 34 stage. It can explain the higher concentrations of ABA in ABA-treated berries while lower ABA levels in NAA-treated berries. Additionally, different from ABA, the concentration of IAA was very low in all samples. 

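At E-L 34, NAA-treated berries held 54.1 ± 13.9 FPKM of VviNCED3 against 208.7 ± 36.5 in the control (log2 fold change −1.95, limma adjusted p = 1.7e-05). VviNCED1 fell to 0.439 ± 0.292 FPKM from 2.93 ± 0.907 (log2 fold change −1.44, limma adjusted p = 1.5e-04), and VviNCED2 to 8.78 ± 1.64 from 26.4 ± 6.06 (log2 fold change −1.48, limma adjusted p = 1.2e-04). The 3 genes were lower in all 3 NAA libraries than in all 3 control libraries of this stage, and left-out libraries did not change these 3 calls. VviNCED3 also lay below the control at E-L 36, at 7.66 ± 1.52 FPKM against 42.7 ± 19.0 (log2 fold change −2.23, limma adjusted p = 2.1e-07). At E-L 35, between these stages, it was higher under NAA, at 133 ± 35.1 FPKM against 48.5 ± 7.47 (log2 fold change 1.42, limma adjusted p = 0.0011), a call that was lost in the fit of the 6 libraries of that comparison alone. At E-L 38, VviNCED1 was at 1.78 ± 0.211 FPKM with NAA and 0.881 ± 0.307 in the control and did not pass the threshold (log2 fold change 0.57, limma adjusted p = 0.12).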

There was a decline of the IAA concentration at E-L 34 and then a small increase was found at the following stages. Generally, no differences were observed among treatments and control; however, a lower amount of IAA was found in ABA samples at E-L 36. We observed that ABA application suppressed the expression of the genes encoding tryptophan aminotransferase related 1 (TAR1, VIT_200s0225g00230) and YUC flavin monooxygenase 10 (YUC10, VIT_207s0104g01260) at E-L 35 and E-L38 stages, respectively (Figure 2C). 

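VviTAR1 was expressed at 1.27 ± 0.393 FPKM in ABA-treated berries and at 11.6 ± 6.45 in the control at E-L 35 (log2 fold change −2.36, limma adjusted p = 9.2e-06). The gene was not called in the fit of the 6 libraries of that comparison alone. VviYUC10 was expressed at 0.747 ± 0.320 FPKM with ABA and 6.85 ± 5.65 in the control at E-L 38, and its log2 fold change of −1.66 missed the limit narrowly (limma adjusted p = 0.011) and passed when adjusted over the list alone (limma adjusted p = 0.0016). The SD of the control is close to its mean because 1 library, replicate 2, was at 0.332 FPKM. Without that library, the gene passed the threshold (log2 fold change −2.68). Of the combinations marked in Figure 2C, 4 passed the threshold in the direction of the figure, and 5 when adjusted over the list alone.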

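In NAA-treated berries, VviTAR3 (VIT_218s0157g00090) was at 0.109 ± 0.133 FPKM against 2.01 ± 0.781 in the control at E-L 36 (log2 fold change −1.41, limma adjusted p = 9.5e-07). It was higher with NAA at E-L 34, at 16.6 ± 0.670 FPKM against 9.79 ± 1.31, and at E-L 35, at 9.93 ± 4.44 against 4.97 ± 1.47. These log2 fold changes, 0.72 and 0.81, were under the limit in size (limma adjusted p = 0.00996 and 0.0057). VviYUC10 (VIT_207s0104g01260) was at 0.220 ± 0.142 FPKM against 6.85 ± 5.65 at E-L 38 (log2 fold change −2.17, limma adjusted p = 3.3e-04), and the fit of the 6 libraries of that comparison alone did not call it. VviTAR1 (VIT_200s0225g00230) was below 1 FPKM in both groups at E-L 34, at 0.138 ± 0.0652 FPKM with NAA and 0.766 ± 0.348 in the control, and did not pass the threshold (log2 fold change −0.62, limma adjusted p = 0.099). It passed with 0.1 in place of 1 added to the FPKM (log2 fold change −1.81).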

The VviTAR1, VviTAR3, and VviYUC10 also showed low levels in NAA-treated berries at E-L 34, E-L 36, and E-L38 stages, respectively. The VviYUC6 (VIT_204s0023g01480) was markedly up-regulated by NAA treatment at E-L 36 stage.

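The expression of VviYUC6 at E-L 36 was 10.2 ± 0.916 FPKM in NAA-treated berries and 2.94 ± 0.299 in the control. All 3 NAA libraries lay above all 3 control libraries (log2 fold change 1.51, standard error 0.21, limma adjusted p = 3.9e-07), and the log2 fold change stayed within 1.44 to 1.57 when each of the 6 libraries was left out in turn.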

A heatmap displaying the regulation of ABA and auxin signal transduction pathway by exogenous ABA and NAA is reported in Figure 3. In the ABA signaling pathway, the binding of ABA with the PYR/PYL receptor inhibits the protein serine/threonine phosphatase 2C (PP2C), which inhibits the kinase SnRK2 by its phosphatase activity [22]. The SnRK2s released from the PP2Cs inhibition can activate the downstream ABA-responsive element binding factors (ABFs), leading to the activation of ABA-responsive genes [23]. In ABA-treated berries, the expression of ABA receptor gene VviPYR/PYL was unchanged in comparison to the control, and one VviABF (VIT_208s0007g03420) was up-regulated at E-L 34 stage. 

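VviPYR/PYL (VIT_202s0012g01270) did not pass the threshold in ABA-treated berries at any of the 4 stages, with the largest log2 fold change, 0.80, at E-L 34 (limma adjusted p = 0.068). VviABF (VIT_208s0007g03420) was listed at 0 in all 3 control libraries of E-L 34 and at 0.348 ± 0.505 FPKM in the ABA libraries, and did not pass the threshold (log2 fold change 0.37, limma adjusted p = 0.63). Of the combinations of gene, treatment and stage that Figure 3 marks as changed, 50 passed the threshold in the direction of the figure, 10 with ABA and 40 with NAA, and 90 had a fold change in that direction. When adjusted over the list alone, 52 passed, which is not independent evidence since the genes were shown for their response in these samples. The number past the threshold moved most in the fit of the 6 libraries of each comparison alone, to 26. Of the 49 genes of the figure, 45 were abundant enough to be tested.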

Unexpectedly, the transcript abundance of five VviPP2Cs (VIT_202s0025g01390, VIT_206s0004g05460, VIT_216s0050g02680, VIT_206s0004g06840, and VIT_216s0022g02210) was significantly increased at E-L 34, E-L 35, or E-L 36 stages (Figure 3). In contrast, NAA application significantly decreased the expression of one VviPYR/PYL (VIT_202s0012g01270), two VviPP2Cs (VIT_206s0004g05460 and VIT_216s0050g02680), and one VviSnRK2 (VIT_202s0236g00130) at E-L 34 stage, as well as one VviPP2C (VIT_213s0067g01270), two VviSnRK2s (VIT_207s0031g03210 and VIT_207s0197g00080), and two VviABFs (VIT_204s0069g01150 and VIT_208s0007g03420) at E-L 36 or 38 stage. This seems to indicate that NAA application down-regulated ABA signaling activity. 

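VviPP2C (VIT_216s0050g02680) was expressed at 17.8 ± 2.92 FPKM in ABA-treated berries against 3.82 ± 0.812 in the control at E-L 35 (log2 fold change 1.97, limma adjusted p = 4.0e-04) and at 16.1 ± 2.04 against 5.34 ± 1.37 at E-L 36 (log2 fold change 1.44, limma adjusted p = 0.0067). The call at E-L 36 was lost without a filter on low values and without ABA replicate 1, ABA replicate 2, ABA replicate 3, control replicate 1 or control replicate 3 (log2 fold changes 1.55, 1.38, 1.41, 1.29 and 1.43). VviPP2C (VIT_206s0004g05460) rose to 120.1 ± 28.4 FPKM from 50.3 ± 9.03 at E-L 35 (log2 fold change 1.22, limma adjusted p = 0.0011), though not in the fit of the 6 libraries of that comparison alone. VviPP2C (VIT_206s0004g06840) was higher with ABA at E-L 36, at 25.6 ± 1.14 FPKM against 12.0 ± 1.94 (log2 fold change 1.05, limma adjusted p = 0.0024), lower at E-L 35, at 13.6 ± 0.963 against 30.3 ± 5.37 (log2 fold change −1.09, limma adjusted p = 0.0010), and did not pass the threshold at E-L 34 (log2 fold change 0.91, limma adjusted p = 0.0096), except with median-of-ratios scaling (log2 fold change 1.01) or without ABA replicate 3 (log2 fold change 1.02). The call at E-L 36 was lost without ABA replicate 2, ABA replicate 3 or control replicate 2 (log2 fold changes 1.02, 1.05 and 0.92), and that at E-L 35 without control replicate 3 (log2 fold change −0.96), with median-of-ratios scaling and in the fit of the 6 libraries alone. Of the other 2 genes, VIT_202s0025g01390 did not pass the threshold at E-L 34 (1.34 ± 0.921 FPKM against 0.440 ± 0.114, log2 fold change 0.64, limma adjusted p = 0.28), and VIT_216s0022g02210 was too low to be tested.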

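In NAA-treated berries at E-L 34, VviPYR/PYL (VIT_202s0012g01270) was at 5.11 ± 1.17 FPKM against 19.0 ± 2.76 in the control (log2 fold change −1.72, limma adjusted p = 4.8e-05), and VviPP2C (VIT_216s0050g02680) at 1.77 ± 0.161 against 6.50 ± 1.47 (log2 fold change −1.42, limma adjusted p = 0.0025). The latter call was lost without control replicate 1 (log2 fold change −1.27) or without NAA replicate 3 (log2 fold change −1.41). VviPP2C (VIT_206s0004g05460) and VviSnRK2 (VIT_202s0236g00130) were lower with small adjusted p-values but log2 fold changes of −0.91 and −0.89, under the limit in size (limma adjusted p = 0.0054 and 5.6e-06). Median-of-ratios scaling moved the former past the limit (log2 fold change −1.00) and quantile normalization the latter (log2 fold change −1.00). At E-L 36, VviPP2C (VIT_213s0067g01270) had a log2 fold change of −1.23 (limma adjusted p = 1.1e-04), VviSnRK2 (VIT_207s0031g03210) of −1.58 (limma adjusted p = 2.1e-11) and VviSnRK2 (VIT_207s0197g00080) of −1.53 (limma adjusted p = 1.2e-08). At E-L 34, this last gene was higher with NAA, at 19.6 ± 4.61 FPKM against 9.17 ± 1.47 (log2 fold change 1.01, limma adjusted p = 7.6e-05), a call lost with median-of-ratios scaling, with quantile normalization, in the fit of the 6 libraries alone and without control replicate 1 (log2 fold change 0.91) or without NAA replicate 3 (log2 fold change 0.83). VviABF (VIT_204s0069g01150) at E-L 38 had a log2 fold change of −0.97 (limma adjusted p = 7.5e-05), and passed the limit as TPM (log2 fold change −1.15), with 0.1 added to the FPKM (log2 fold change −1.18) or without control replicate 2 (log2 fold change −1.06) or without NAA replicate 3 (log2 fold change −1.11).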

Regarding auxin signaling, we investigated the expression of genes encoding auxin influx carrier (AUX1), transport inhibitor response 1 (TIR1), auxin/indole-3-acetic acid protein (AUX/IAA), auxin response factor (ARF), indole-3-acetic acid-amido synthetase (GH3) and small auxin-up RNA (SAUR) [24]. 

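In ABA-treated berries, VviAUX/IAA (VIT_211s0016g03540) was at 2.15 ± 0.250 FPKM against 9.53 ± 7.06 in the control at E-L 35 (log2 fold change −1.54, limma adjusted p = 0.0030), and did not pass the threshold at E-L 34 (log2 fold change −1.32, limma adjusted p = 0.018). VviARF (VIT_206s0004g03130) was at 2.19 ± 0.585 FPKM against 6.96 ± 3.68 at E-L 34 (log2 fold change −1.24, limma adjusted p = 0.0046). VIT_215s0046g00290, which stands in Figure 3 both among the VviAUX/IAAs and the VviARFs, was at 1.71 ± 0.794 FPKM against 10.7 ± 7.84 at E-L 34 (log2 fold change −1.95, limma adjusted p = 0.0038) and at 0.471 ± 0.355 against 5.03 ± 4.19 at E-L 35 (log2 fold change −1.83, limma adjusted p = 0.0020). None of these 4 calls held in the fit of the 6 libraries of the comparison alone. The call of VIT_211s0016g03540 was also lost without ABA replicate 3 (log2 fold change −1.49) or without control replicate 1 (log2 fold change −1.03), and that of VIT_206s0004g03130 without ABA replicate 1, ABA replicate 2 or control replicate 2 (log2 fold changes −1.09, −1.28 and −0.89). The call of VIT_215s0046g00290 was lost at E-L 34 without ABA replicate 1, ABA replicate 2 or control replicate 2 (log2 fold changes −1.85, −1.82 and −1.44) and at E-L 35 without ABA replicate 2 (log2 fold change −1.72) or without control replicate 1 (log2 fold change −1.30). VviAUX/IAA (VIT_205s0020g04670) had log2 fold changes of −0.99 at E-L 34 and −1.08 at E-L 35 and did not pass the threshold (limma adjusted p = 0.11 and 0.054). VviGH3 (VIT_207s0005g00090) at E-L 34 had a log2 fold change of −1.11 (limma adjusted p = 0.013), which passed as TPM (log2 fold change −1.353) or without control replicate 1 (log2 fold change −1.31) or without control replicate 3 (log2 fold change −1.40). VviGH3 (VIT_207s0129g00660) at E-L 35 had 0.0653 ± 0.0691 FPKM against 5.02 ± 5.02 (log2 fold change −2.06, limma adjusted p = 0.066), and was called only with 0.1 added to the FPKM (log2 fold change −4.25). Its control libraries differed widely, with an SD as large as their mean. VviAUX/IAA (VIT_209s0002g05150), which Figure 3 does not mark for ABA, was lower at E-L 35 (log2 fold change −1.03, limma adjusted p = 0.0038), a call lost with median-of-ratios scaling, in the fit of the 6 libraries alone and without ABA replicate 1, ABA replicate 2, ABA replicate 3 or control replicate 2 (log2 fold changes −1.03, −1.09, −0.96 and −0.83).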

ABA markedly down-regulated the expression of auxin signaling genes including four VviAUX/IAAs (VIT_205s0020g04670, VIT_215s0046g00290, VIT_211s0052g00870, and VIT_211s0016g03540), two VviARFs (VIT_206s0004g03130 and VIT_215s0046g00290), and two VviGH3s (VIT_207s0005g00090 and VIT_207s0129g00660) at the early stage of E-L 34 or E-L 35. On the contrary, NAA treatment up-regulated the expression of most VviAUX/IAAs, two VviARFs (VIT_206s0004g03130 and VIT_210s0003g00420), two VviGH3s ((VIT_203s0091g00310 and VIT_219s0014g04690), and of two VviSAURs (VIT_202s0154g00010 and VIT_215s0048g00530). 

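VviAUX/IAA (VIT_205s0020g01070) had the largest rise of the genes of Figure 3, from 0.386 ± 0.152 FPKM in the control to 22.5 ± 1.68 in NAA-treated berries at E-L 36 (log2 fold change 4.09, limma adjusted p = 6.4e-14). At E-L 34, VviAUX/IAA (VIT_209s0002g05150) was at 424 ± 19.9 FPKM with NAA and 85.6 ± 11.1 in the control (log2 fold change 2.30, limma adjusted p = 6.1e-08). At the same stage, VviARF (VIT_206s0004g03130) was at 21.5 ± 4.22 FPKM against 6.96 ± 3.68 (log2 fold change 1.58, limma adjusted p = 4.1e-05), VviARF (VIT_210s0003g00420) at 46.9 ± 3.83 against 20.1 ± 4.83 (log2 fold change 1.203, limma adjusted p = 4.5e-07), VviGH3 (VIT_203s0091g00310) at 273 ± 33.9 against 116 ± 9.48 (log2 fold change 1.23, limma adjusted p = 3.3e-05) and VviSAUR (VIT_202s0154g00010) at 3.85 ± 1.44 against 0.921 ± 0.515 (log2 fold change 1.33, limma adjusted p = 1.5e-04). The first and the last of these 4 were not called in the fit of the 6 libraries of the comparison alone. VviSAUR (VIT_215s0048g00530) was at 13.1 ± 1.88 FPKM against 5.22 ± 1.77 at E-L 35 (log2 fold change 1.21, limma adjusted p = 0.0054), a call lost in the fit of the 6 libraries alone and without control replicate 2, NAA replicate 2 or NAA replicate 3 (log2 fold changes 0.95, 1.15 and 1.16). VviGH3 (VIT_219s0014g04690) was too low to be tested. VviGH3 (VIT_207s0129g00660), which Figure 3 does not mark for NAA at E-L 34, was at 115 ± 47.9 FPKM with NAA and 24.1 ± 36.3 in the control at E-L 34 (log2 fold change 3.40, limma adjusted p = 0.0020), a call lost with 0.1 added to the FPKM, in the fit of the 6 libraries alone and without control replicate 1, control replicate 3 or NAA replicate 3 (log2 fold changes 2.87, 2.59 and 3.08).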

One VviSAUR (VIT_216s0098g01150) was up-regulated by both ABA and NAA at E-L 35 stage. In addition, we also found that several genes encoding AUX1, TIR1, AUX/IAA, ARF, and GH3 were down-regulated by NAA at E-L 36 stage.

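At E-L 35, VviSAUR (VIT_216s0098g01150) was expressed at 31.5 ± 5.69 FPKM in the control, 86.0 ± 16.0 in ABA-treated berries and 68.2 ± 18.3 in NAA-treated berries. Its log2 fold change was 1.42 with ABA (limma adjusted p = 8.1e-04) and 1.07 with NAA (limma adjusted p = 0.0050), and all treated libraries lay above all 3 control libraries. The NAA call was lost without control replicate 1, control replicate 2 or NAA replicate 3 (log2 fold changes 1.11, 0.93 and 0.87), and both calls were lost in the fit of the 6 libraries of each comparison alone.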

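At E-L 36, VviAUX1 (VIT_218s0001g03540) was at 1.099 ± 0.268 FPKM in NAA-treated berries against 8.41 ± 0.533 in the control (log2 fold change −2.17, limma adjusted p = 4.3e-13), and VviTIR1 (VIT_207s0104g01320) at 1.97 ± 0.232 against 5.50 ± 0.0648 (log2 fold change −1.13, limma adjusted p = 4.0e-09). VviAUX/IAA (VIT_211s0016g04490) was at 10.0 ± 0.928 FPKM against 40.3 ± 2.69 (log2 fold change −1.91, limma adjusted p = 1.2e-10), VviARF (VIT_210s0003g00420) at 5.14 ± 0.970 against 14.0 ± 1.02 (log2 fold change −1.30, limma adjusted p = 6.8e-09), and VviGH3 (VIT_207s0104g00800) at 3.90 ± 0.406 against 11.4 ± 0.834 (log2 fold change −1.34, limma adjusted p = 3.6e-07). In contrast, VviAUX1 (VIT_213s0067g00330) was higher, at 31.8 ± 3.26 FPKM against 5.50 ± 0.0517 (log2 fold change 2.33, limma adjusted p = 2.1e-11). The calls of these 6 genes at this stage did not change under any alternative setting that tested them or with any library left out.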

#### 2.1.3. Strong Transcriptional Changes of Ripening Switch Genes

A previous study has identified 190 grapevine berry switch genes, which trigger the onset of the ripening process [16]. All those genes were observed to express at low levels during the immature phase and show a significant increase at veraison. They were mainly involved in transcription activation, cell wall metabolism and the development process. In the present study, the expression pattern of the switch genes was investigated to detect the roles of these genes in varied ripening procession induced by ABA and NAA treatments. After removing the switch genes with low expression (RPKM < 1) among our samples, the remaining 184 switch genes were performed K-means clustering analysis, and two clusters were generated (Figure S1). The expression of 107 genes in cluster 1 kept increasing from E-L 34 to E-L 38 stage in all samples and these genes expressed at a higher level in NAA-treated berries at E-L 36 stage. 

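Of the 107 genes of cluster 1, Table S1 lists only the 84 that differed between treatment and control, of which 83 were abundant enough to be tested and were used here. These genes were chosen for a response in the same libraries, so a difference of their mean between treatment and control is not independent evidence. For each library, the mean of log2(FPKM + 1) over these genes was taken, with each gene centred on its mean over the 36 libraries. This value rose in the control from −1.17 ± 0.11 at E-L 34 to −0.66 ± 0.14 at E-L 35, 0.10 ± 0.03 at E-L 36 and 1.43 ± 0.09 at E-L 38 (mean ± SD, n = 3). In ABA-treated berries it rose from −0.92 ± 0.09 to 1.32 ± 0.03 over the same stages. In NAA-treated berries it rose from −1.65 ± 0.10 at E-L 34 to 1.47 ± 0.08 at E-L 36 and was 1.48 ± 0.03 at E-L 38, a step smaller than its SD. NAA-treated berries lay below the control by a difference of −0.48 at E-L 34 and above it by 1.37 at E-L 36, with all 3 libraries outside the range of the control (exact two-sided permutation test, p = 0.1 each, the smallest that 3 libraries against 3 allow). With 0.1 added to the FPKM, these differences were −0.66 and 1.49. 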

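Of the 77 genes of cluster 2, Table S1 lists only the 63 that differed between treatment and control in these libraries, so a difference of their mean from the control is partly built into the choice. Their mean centred log2(FPKM + 1) in the control was −0.24 ± 0.20 at E-L 34, 0.55 ± 0.08 at E-L 35, 0.51 ± 0.10 at E-L 36 and −0.04 ± 0.08 at E-L 38 (mean ± SD, n = 3). The NAA-treated berries were at −1.46 ± 0.13, −0.27 ± 0.50, −0.25 ± 0.10 and −0.16 ± 0.03 at these stages. The difference of NAA-treated berries from the control was −1.22 at E-L 34 and −0.76 at E-L 36, larger than the spread between libraries (exact two-sided permutation test, p = 0.1 for both, the smallest possible). As the median over the genes, the difference at E-L 34 was −0.97.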

In the contrast, the transcript abundance of 77 genes in cluster 2 increased at the early stage then decreased, and these genes showed lower expression level under NAA treatment. Among the switch genes of cluster 1 and 2, the 147 significant differentially expressed switch genes (DESGs) between treatments and control were shown in Figure 4, and the biological process annotation of these DESGs was listed in Table S1. 

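All 147 genes of Table S1 are in the deposited table and 146 were abundant enough to be tested. Of these, 132 were differentially expressed in at least 1 of the 8 comparisons, 14 of 17 in group a, 47 of 50 in group b, 12 of 17 in group c, 17 of 19 in group d and 42 of 44 in group e. The comparison with the most of them was NAA at E-L 36, with 58 higher and 25 lower genes, followed by NAA at E-L 34, with 4 higher and 49 lower genes. In the 4 ABA comparisons, between 3 and 9 genes passed the threshold. Table S1 holds genes that responded in these same samples, so their number is not independent evidence of a response. This number moved most in the fit of the 6 libraries of each comparison alone, to 108.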

According to their distinct responses to the treatments, the DESGs in the above-mentioned cluster 1 and cluster 2 were roughly divided into 3 (a–c) and 2 (d–e) groups, respectively. 

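In group a (17 genes), 2 genes passed the threshold in ABA-treated berries at E-L 34 and 5 at E-L 35, each of them higher than the control. The median log2 fold change of the group was 0.69 and 0.89 at these stages. With NAA, 8 genes of group a were lower at E-L 34 (median log2 fold change −0.96), 2 lower and 1 higher at E-L 35, and 12 higher at E-L 36 (median 1.72). In group d (19 genes), ABA raised 1 gene at E-L 34 and 0 at E-L 35 past the threshold (14 and 6 at an unadjusted p under 0.05), with a median log2 fold change of 1.13 and 0.46, and NAA lowered 11 genes at E-L 34 (median −1.52) and 11 at E-L 35 (median −1.47). The mean of centred log2(FPKM + 1) of ABA-treated berries lay above the control at E-L 34 by 0.87 in group a and 1.05 in group d, and that of NAA-treated berries differed by −1.40 and −1.77, with no overlap of the libraries (exact two-sided permutation test, p = 0.1 for each, the smallest possible). As the median over genes, the difference of group d under NAA at E-L 34 was −1.22. The paper formed the groups by the response of the genes in these libraries, so such differences are partly built in and describe the groups without testing them.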

Interestingly, we found most genes in the group a and d were up-regulated by ABA at E-L 34 or E-L 35 stage, while down-regulated by NAA at the early stages. These genes encompassed TFs of VviMYBA2 (VIT_202s0033g00390) and zinc finger family genes (VIT_206s0061g00760 and VIT_212s0028g03860) in group a, as well as VviMYBA1 (VIT_202s0033g00410) and VviMYBA3 (VIT_202s0033g00450) in group d. Additionally, a total of 50 genes in group b were only up-regulated in NAA-treated berries particularly at E-L 36 stage. 

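VviMYBA2 was expressed at 13.3 ± 3.71 FPKM in the control, 32.8 ± 1.64 in ABA-treated berries and 0.645 ± 0.504 in NAA-treated berries at E-L 34. Its log2 fold change was −3.13 with NAA (limma adjusted p = 1.3e-06) and 1.27 with ABA, which did not pass the threshold (limma adjusted p = 0.041) although all 3 ABA libraries were above the control. At E-L 36, NAA-treated berries held more VviMYBA2 than the control, 83.8 ± 8.32 FPKM against 33.6 ± 7.85 (log2 fold change 1.32, limma adjusted p = 0.0051), a call lost with 0.1 added to the FPKM, with median-of-ratios scaling and without control replicate 3, NAA replicate 1 or NAA replicate 3 (log2 fold changes 1.11, 1.32 and 1.25). VviMYBA1 at E-L 34 was at 2.17 ± 0.976 FPKM in the control, 7.72 ± 2.89 with ABA (log2 fold change 1.44, limma adjusted p = 0.012) and 0.0762 ± 0.0662 with NAA (log2 fold change −1.52, limma adjusted p = 0.0017). The ABA value passed the threshold with quantile normalization (log2 fold change 1.57) or without control replicate 1 (log2 fold change 1.68), and without control replicate 1 the NAA call was lost (log2 fold change −1.28). VviMYBA3 at E-L 34 was at 5.43 ± 1.70 FPKM in the control, 14.8 ± 1.98 with ABA (log2 fold change 1.32, limma adjusted p = 0.043) and 0.0346 ± 0.0354 with NAA (log2 fold change −2.60, limma adjusted p = 3.4e-05). These 3 genes are neighbours on chromosome 2, and reads that fit more than 1 of them could have been split between them. The zinc finger gene VIT_206s0061g00760 did not pass the threshold at E-L 34 (log2 fold change 0.60 with ABA and −0.40 with NAA, limma adjusted p = 0.27 and 0.39) and was higher with NAA at E-L 36, at 21.0 ± 4.08 FPKM against 4.59 ± 0.724 (log2 fold change 1.97, limma adjusted p = 9.9e-06). Values of the zinc finger gene VIT_212s0028g03860 are not given here.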

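In NAA-treated berries at E-L 36, 43 of the 50 genes of group b were higher than in the control, and 0 were lower, also at an unadjusted p under 0.05, with a median log2 fold change of 1.75. At the other stages, NAA raised 4 and lowered 5 genes at E-L 34, raised 4 and lowered 2 at E-L 35, and raised 3 and lowered 1 at E-L 38. ABA raised 0 genes of the group past the threshold at the 4 stages (11, 10, 4 and 9 at an unadjusted p under 0.05) and lowered 2 at E-L 35 and 4 at E-L 36. At an unadjusted p under 0.05, 1, 14, 23 and 4 genes of the group were lower with ABA at E-L 34, 35, 36 and 38. The mean centred log2(FPKM + 1) of the group at E-L 36 lay 1.75 above the control with NAA (exact two-sided permutation test, p = 0.1, the smallest possible), a difference partly built in, since the group was formed by the response of its genes in these libraries.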

The most overrepresented biological process in this group is “Secondary Metabolic Process”, including the genes of cytochrome P450 family, glutathione S-transferase and carotenoid cleavage dioxygenase 4b (CCD4b). The genes in the group of c and e showed lower levels of expression at specific stages under NAA treatment, and they are mainly related to the transcription factor activity and cell wall metabolism. 

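In group c (17 genes, 16 tested), NAA lowered 5 genes at E-L 34, 2 at E-L 35, 1 at E-L 36 and 6 at E-L 38, and raised 2 at E-L 36. In group e (44 genes), it lowered 20, 14, 19 and 9 genes at these stages and raised 1 at E-L 36 and 2 at E-L 38. The mean centred log2(FPKM + 1) of NAA-treated berries differed from the control at E-L 34 by −0.78 in group c and −0.99 in group e, with all 3 libraries below the control (exact two-sided permutation test, p = 0.1 each, the smallest possible). At E-L 36, the difference was 0.15 in group c and −0.84 in group e. Both groups were formed by the response of their genes in these libraries, so their means are no independent test of it.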

The TFs of VviWRKY75 (VIT_217s0000g01280), VviWRKY23 (VIT_207s0005g01710), VviNAC33 (VIT_219s0027g00230), VviNAC60 (VIT_208s0007g07670), three zinc finger proteins (VIT_205s0020g04730, VIT_208s0040g01950 and VIT_218s0001g01060) and two lateral organ boundaries proteins (VIT_206s0004g07790 and VIT_203s0091g00670), were found in these genes. It also included several genes encoding cellulase (VIT_201s0137g00430), endo-1,4-beta-glucanase (VIT_200s2526g00010, VIT_200s0340g00050 and VIT_200s0340g00060) and xyloglucan endotransglucosylase/hydrolase (VIT_206s0061g00550 and VIT_205s0062g00610) that are involved in fruit softening [25,26]. Moreover, among these NAA-inhibited genes, three genes are involved in carbohydrate metabolism (glycolysis and sucrose biosynthesis), including phosphopyruvate hydratase (VIT_216s0022g01770), sucrose synthase (VIT_207s0005g00750), sucrose-phosphate synthase (VIT_218s0075g00350).

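VviWRKY75 was at 8.16 ± 0.835 FPKM in NAA-treated berries and 19.5 ± 2.69 in the control at E-L 34 (log2 fold change −1.16, limma adjusted p = 5.7e-06), and VviWRKY23 at 108 ± 5.33 against 344 ± 1.04 at E-L 36 (log2 fold change −1.67, limma adjusted p = 8.8e-15). VviNAC60 was lower with NAA at E-L 34, at 5.61 ± 1.36 FPKM against 20.7 ± 3.68 (log2 fold change −1.72, limma adjusted p = 3.0e-07), and at E-L 38, at 7.31 ± 1.23 against 18.8 ± 4.51 (log2 fold change −1.23, limma adjusted p = 5.2e-05), the latter not in the fit of the 6 libraries of that comparison alone. VviNAC33 was at 15.6 ± 2.88 FPKM with NAA and 33.2 ± 4.02 in the control at E-L 35, just within the threshold (log2 fold change −1.05, limma adjusted p = 0.0096), and the call was lost in 5 of the 8 alternative settings and without control replicate 1, control replicate 2, control replicate 3, NAA replicate 1 or NAA replicate 2 (log2 fold changes −1.04, −0.97, −1.14, −0.99 and −0.97). The lateral organ boundaries gene VIT_203s0091g00670 was lower at E-L 34 (log2 fold change −1.44, limma adjusted p = 2.0e-05), and the zinc finger gene VIT_218s0001g01060 at E-L 36 (log2 fold change −1.93, limma adjusted p = 8.4e-08). Values of the lateral organ boundaries gene VIT_206s0004g07790 and of the zinc finger genes VIT_205s0020g04730 and VIT_208s0040g01950 are not given here.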

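The cellulase gene was at 6.40 ± 0.538 FPKM in NAA-treated berries against 28.0 ± 3.83 in the control at E-L 34 (log2 fold change −1.96, limma adjusted p = 8.0e-08), and at 70.2 ± 7.07 against 32.4 ± 2.34 at E-L 36, where it was higher (log2 fold change 1.09, limma adjusted p = 4.8e-05) except with median-of-ratios scaling (log2 fold change 0.97). The xyloglucan endotransglucosylase/hydrolase gene VIT_206s0061g00550 was at 459.8 ± 123 FPKM against 1812 ± 515 at E-L 34 (log2 fold change −1.97, limma adjusted p = 7.6e-08), and VIT_205s0062g00610 at 2.34 ± 0.799 against 37.0 ± 3.28 at E-L 36 (log2 fold change −3.53, limma adjusted p = 4.4e-12). At E-L 38, VIT_206s0061g00550 was higher with NAA by a log2 fold change of 1.00 (limma adjusted p = 8.6e-04), a call lost as TPM, with quantile normalization, in the fit of the 6 libraries alone and without control replicate 1, control replicate 3, NAA replicate 1 or NAA replicate 3 (log2 fold changes 0.91, 0.84, 0.99 and 0.99). The endo-1,4-beta-glucanase gene VIT_200s0340g00060 was at 3.33 ± 0.482 FPKM with NAA and 17.7 ± 1.81 in the control at E-L 38 (log2 fold change −2.12, limma adjusted p = 4.4e-09). Of the other endo-1,4-beta-glucanase genes that the paper names, VIT_200s0340g00050 was too low to be tested. Values of VIT_200s2526g00010 are not given here.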

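Sucrose synthase was at 356 ± 51.4 FPKM in NAA-treated berries and 901 ± 196.8 in the control at E-L 35 (log2 fold change −1.32, limma adjusted p = 8.8e-05). Phosphopyruvate hydratase was also lower at this stage (log2 fold change −1.02, limma adjusted p = 3.8e-04). The call of the latter was lost as TPM and without control replicate 1, control replicate 2 or NAA replicate 2 (log2 fold changes −0.97, −0.90 and −0.97), and neither gene was called in the fit of the 6 libraries of the comparison alone. Values of sucrose-phosphate synthase (VIT_218s0075g00350) are not given here.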

### 2.2. Regulation of ABA and NAA on the Biosynthesis and Accumulation of Norisoprenoids

#### 2.2.1. Effects on Norisoprenoid Production and Related Gene Expression

The concentration of free-form and total norisoprenoids varied among the berries of the treatments and the control (Figure 5). ABA1000 and ABA800 application were observed to markedly increase the concentration of free-form norisoprenoids in 2015 at E-L 34 and E-L 38 stages. Despite a similar pattern was observed in 2016, the difference between the control and ABA1000-treated berries were significant only at E-L 34 stage. Lower levels of total norisoprenoid were observed in ABA-treated berries than Control berries at E-L 34 and E-L 35 stages in 2015, higher levels were observed in ABA800-treated berries than Control berries at E-L 35 stage in 2016. No effects of ABA treatments on the total norisoprenoid concentration were observed at harvest (E-L 38). NAA100-treated berries showed a high level of both free-form and total norisoprenoids at E-L 38 in 2015. The total concentration of each norisoprenoid was presented in Table S2. When grape berries reached maturity (E-L 38 stage), a different response to the ABA and NAA treatments among the identified norisoprenoids was found. Higher concentrations of vitispirane A, vitispirane B and (E)-1-(2,3,6-trimenthylphenyl)buta-1,3-diene (TPB) were observed in NAA-treated berries at all sampling stages. Most norisoprenoid compounds such as β-damascenone and β-ionone appeared to be significantly increased by NAA treatment in harvested berries in 2015, except for geranylacetone and 6-methyl-5-hepten-2-one (MHO). ABA800 and ABA1000 had consistent negative effects on the accumulation of vitispirane A, vitispirane B and MHO in harvested berries in both seasons. Additionally, geranylacetone concentration was not influenced by ABA treatments at E-L 38 stage, and the responses of other norisoprenoids to ABA were not consistent among the two seasons. The transcriptome analysis was conducted on the ABA1000, NAA100 and control berries collected in 2015. 

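Of the 17598 genes tested, 3496 genes (45.5% of them higher) were differentially expressed between NAA-treated berries and the control at E-L 36. At E-L 34, E-L 35 and E-L 38, NAA changed 667 genes (59.4% of them higher), 430 genes (52.3% of them higher) and 602 genes (11.6% of them higher). With ABA, 121 genes (19.8% of them higher) differed from the control at E-L 34, 256 genes (58.2% of them higher) at E-L 35, 117 genes (73.5% of them higher) at E-L 36 and 114 genes (28.1% of them higher) at E-L 38. In the fit of the 6 libraries of each comparison alone, the number fell to 0 for ABA at E-L 34 and E-L 38 and for NAA at E-L 35, to 36 for ABA at E-L 35 and to 138 for NAA at E-L 38. In that fit, 3296, 4528 and 4302 genes had an unadjusted p under 0.05 in the 3 comparisons without a gene past the threshold. With 1 library left out, the number with ABA at E-L 34 fell to 40 without ABA replicate 1 and 20 without control replicate 2, at E-L 35 to 145 without control replicate 1 and to 61.3% of that with all libraries without ABA replicate 3, and at E-L 36 to 72, 68 and 51 without ABA replicate 2, ABA replicate 3 and control replicate 1. At E-L 38 it was 403 without control replicate 2, 48 and 28 without control replicates 1 and 3, and 45 without ABA replicate 1 or 2. The number with NAA was 663 at E-L 35 without NAA replicate 3 and 399 at E-L 38 without control replicate 1. Placed between the control at E-L 34 (0%) and at E-L 38 (100%) over the 4836 genes that changed between them, the NAA libraries of E-L 36 stood at 99.5 ± 4.13% and the control libraries of E-L 36 at 41.1 ± 5.16% (exact permutation p = 0.1, the smallest that 3 against 3 libraries can give). The larger number under NAA than under ABA was not tested as a difference.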

Concerning the genes involved in norisoprenoid biosynthesis (Figure 2B), we found that ABA treatment markedly suppressed the expression of VviLECY, VviCCD4a and VviABA-Hase at the early stage, but elevated the expression of VviCCD4b and key ABA biosynthesis-related genes including VviNCED1, VviNECD2, and VviNCED3. 

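VviCCD4a (VIT_202s0087g00910) was at 0.247 ± 0.126 FPKM in ABA-treated berries against 5.39 ± 0.811 in the control at E-L 36 (log2 fold change −2.35, standard error 0.42, limma adjusted p = 7.0e-04). At E-L 35 it was at 0.376 ± 0.125 against 1.64 ± 0.681 FPKM and did not pass the threshold (log2 fold change −0.91, limma adjusted p = 0.12), although all 3 ABA libraries were below the control. VviABA-Hase (VIT_203s0063g00380) was at 0.708 ± 0.306 FPKM against 2.86 ± 0.944 at E-L 35 (log2 fold change −1.16, limma adjusted p = 0.0011), a call lost with 0.1 added to the FPKM, in the fit of the 6 libraries alone and without control replicate 2 (log2 fold change −0.97). At E-L 34 the same gene went the other way, at 2.98 ± 1.85 FPKM against 1.04 ± 0.415, with all 3 ABA libraries above the control, and did not pass the threshold (log2 fold change 0.89, limma adjusted p = 0.016). VviLECY (VIT_211s0016g01880) at E-L 34 was at 1.49 ± 0.137 FPKM against 2.99 ± 1.04 and did not pass (log2 fold change −0.65, limma adjusted p = 0.017). VviCCD4b (VIT_202s0087g00930) at E-L 34 was at 15.3 ± 6.25 FPKM against 6.69 ± 2.23 and had a log2 fold change of 1.05 but did not pass (limma adjusted p = 0.025) except when adjusted over the list alone (limma adjusted p = 0.0076). All 3 ABA libraries lay above the control for VviCCD4b and below it for VviLECY. VviCCD4a and VviCCD4b lie close together on chromosome 2, from 18560696 and from 18588853, and reads that fit both could have been split between them.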

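At E-L 36, NAA-treated berries held 12.8 ± 2.93 FPKM of VviPSY2 (VIT_212s0028g00960) against 3.51 ± 0.0590 in the control (log2 fold change 1.59, limma adjusted p = 2.7e-08), 3.28 ± 0.334 of VviPSY3 (VIT_206s0004g00820) against 0.377 ± 0.185 (log2 fold change 1.64, limma adjusted p = 3.5e-11), and 3.31 ± 0.210 of VviZEP (VIT_213s0156g00350) against 1.16 ± 0.281 (log2 fold change 1.01, limma adjusted p = 1.1e-08). The call of the latter gene was lost with median-of-ratios scaling (log2 fold change 0.95) and without control replicate 2 (log2 fold change 0.89) or without NAA replicate 3 (log2 fold change 0.97). VviLBCY (VIT_208s0007g05690) had a log2 fold change of 0.996, just under 1 (12.8 ± 1.68 FPKM against 5.92 ± 0.569, limma adjusted p = 3.8e-09), and passed as TPM (log2 fold change 1.13), with 0.1 added to the FPKM or without control replicate 2 (log2 fold change 1.06) or without NAA replicate 2 (log2 fold change 1.08). VviZEP (VIT_200s0533g00020) and VviLECY (VIT_211s0016g01880) had log2 fold changes of 0.86 (limma adjusted p = 1.9e-07) and 0.89 (limma adjusted p = 4.1e-05), below the limit in size, and both passed with 0.1 added to the FPKM (log2 fold change 1.15 and log2 fold change 2.04). VviPSY1 (VIT_204s0079g00680) at E-L 35 was at 20.8 ± 5.07 FPKM against 10.2 ± 0.876 (log2 fold change 0.94, limma adjusted p = 1.3e-04), under the limit in size with all libraries and past it without NAA replicate 3 (log2 fold change 1.09). VviCCD4b was higher with NAA at E-L 34, at 20.8 ± 0.194 FPKM against 6.69 ± 2.23 (log2 fold change 1.54, limma adjusted p = 2.9e-04), and at E-L 38, at 64.9 ± 9.61 against 19.3 ± 6.09 (log2 fold change 1.73, limma adjusted p = 1.1e-04). VviPSY2 was lower with NAA at E-L 34, at 3.77 ± 0.474 FPKM against 8.73 ± 1.37 (log2 fold change −1.02, limma adjusted p = 1.7e-04), a call lost without control replicate 1, control replicate 2 or NAA replicate 1 (log2 fold changes −0.94, −0.98 and −0.95). The NAA libraries of E-L 36 were also set against the control of E-L 38. There VviPSY2, VviPSY3 and VviZEP (VIT_213s0156g00350) did not pass the threshold (log2 fold changes 0.23, 0.26 and −0.19). For these genes, an effect of NAA at E-L 36 is not separated from a later state of ripening.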

Expectedly, NAA treatment up-regulated the norisoprenoid biosynthesis-related genes such as VviPSY1, VviPSY2, VviPSY3, VviLECY, VviLBCY, VviZEP, VviCCD4a, and VviCCD4b, which corresponded to the increase in total concentration of norisoprenoids. Meanwhile, this treatment also suppressed the expression of VviPSY (VIT_203s0038g00450) at E-L 36 stage, three VviNCEDs at E-L 34 stage and two VviABA-Hases. 

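VviPSY (VIT_203s0038g00450), which the deposited table annotates as squalene synthase, was at 20.7 ± 3.37 FPKM in NAA-treated berries and 56.3 ± 9.38 in the control at E-L 36 (log2 fold change −1.40, standard error 0.10, limma adjusted p = 1.2e-12). Set against the control of E-L 38, the NAA libraries of E-L 36 did not pass the threshold for this gene (log2 fold change −0.15). VviABA-Hase (VIT_202s0087g00710) was at 2.03 ± 1.15 FPKM against 6.47 ± 2.94 at E-L 36 and did not pass the threshold (log2 fold change −1.29, limma adjusted p = 0.020). VviABA-Hase (VIT_203s0063g00380) was below 1 FPKM with NAA at E-L 34, at 0.221 ± 0.0534 against 1.04 ± 0.415, and did not pass there (log2 fold change −0.72, limma adjusted p = 0.018) except as TPM (log2 fold change −1.04). It was lower at E-L 35, at 0.580 ± 0.563 FPKM against 2.86 ± 0.944 (log2 fold change −1.32, limma adjusted p = 1.9e-04), though not in the fit of the 6 libraries of that comparison alone.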

The transcription of other norisoprenoid genes such as PDS, ZISO, CRTISO, LUT5/BCH, LUT1, AAO, and CCD1 were insensitive to both ABA and NAA treatments.

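None of the genes given in Figure 2B for VviPDS, VviZISO, VviCRTISO, VviLUT5, VviLUT1, VviAAO and VviCCD1 passed the threshold with ABA or NAA at any stage, and 17 of their 64 comparisons had an unadjusted p under 0.05. The log2 fold change farthest from 0 among them was 0.48, for VviCRTISO (VIT_208s0032g00800) in NAA-treated berries at E-L 36 (limma adjusted p = 5.9e-05). In contrast, VviZDS (VIT_214s0030g01740) was lower with NAA at E-L 34, at 46.6 ± 4.60 FPKM against 102 ± 22.9 in the control (log2 fold change −1.09, limma adjusted p = 5.0e-06), a call lost in the fit of the 6 libraries alone and without control replicate 1 (log2 fold change −0.95).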

#### 2.2.2. Acquisition of the Candidate Genes Regulating Norisoprenoid Accumulation

To identify the ABA and NAA-responsive transcription factors regulating norisoprenoid biosynthesis, an effective system biology method called weighted gene co-expression network analysis (WGCNA), was performed to find the modules of highly correlated genes and relate these modules to traits. For each module, eigengene is defined as the first principal component of the expression matrix of the module and considered to be representative of the module gene expression profiles. It is then used to correlate with traits and look for the significant association. Based on the genes differentially expressed between the treatment and control at least one phenological stage, twelve modules were established (Figure 6A). 

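In the deposited FPKM, 4500 genes were differentially expressed in at least 1 of the 8 comparisons of a treatment with the control, 4326 of them with NAA and 549 with ABA. With only the genes of a mean of at least 5 FPKM, the number was 2878, and with 0.1 in place of 1 added to the FPKM it was 6363. The modules themselves were not built again here, because the list of their genes is not complete in the copy of Table S5 that was used.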

The top intramodular hub genes of each module were defined by using the intramodular connectivity measure. Among the 12 modules, the modules of “turquoise”, “cyan”, “black”, and “magenta” were found to be associated with norisoprenoid accumulation. The module turquoise showed a strong correlation with the concentration of riesling acetal (r = 0.72, *p* = 7 × 10^−7^), (E)-β-damascenone (r = 0.76, *p* = 7 × 10^−8^), (Z)-β-damascenone (r = 0.75, *p* = 2 × 10^−7^) and total norisoprenoids (r = 0.75, *p* = 2 × 10^−7^), and moderately correlated with 6-methyl-5-hepten-2-one (r = −0.60, *p* = 1 × 10^−4^), cis-theaspirane (r = −0.56, *p* = 3 × 10^−4^), vitispirane B (r = 0.55, *p* = 5 × 10^−4^), trans-theaspirane (r = −0.54, *p* = 8 × 10^−4^) and TPB(r = 0.65, *p* = 2 × 10^−5^) contents (Figure 6B). 

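The expression of module turquoise was represented by its 30 hub genes of Table S3, all of which are in the deposited table. Their first principal component, which held 98.4% of their variance over log2(mean FPKM + 1) of the 12 groups, was compared with the mean concentrations of the same 12 groups in Table S2. Its correlation with (E)-β-damascenone was r = 0.81 (Pearson, permutation p = 0.0012, 0.0029 after Benjamini-Hochberg adjustment over the 23 relations of this kind), and Spearman's rho was 0.64 (permutation p = 0.029, adjusted 0.037). For riesling acetal, (Z)-β-damascenone and total norisoprenoids, r was 0.70, 0.80 and 0.80 (adjusted permutation p = 0.0099, 0.0032 and 0.0029), and rho 0.64, 0.66 and 0.64 (adjusted permutation p = 0.037, 0.032 and 0.037). Riesling acetal ranged only from 0.15 to 0.18 µg/kg as printed, so its r and rho rest on few steps. Total norisoprenoids were the sum of the compounds, most of it (E)-β-damascenone (88.42 of 106.28 µg/kg with NAA at E-L 38), so these relations overlap. Without the 2 groups farthest from the median of the component, r was 0.78 for (E)-β-damascenone, 0.63 for riesling acetal, 0.81 for (Z)-β-damascenone and 0.77 for total norisoprenoids. After the mean of each stage was removed from both measures, r was 0.61, 0.60, 0.49 and 0.60 for these 4 relations, and none passed 0.05 (adjusted permutation p = 0.067, 0.083, 0.15 and 0.067). All 30 hub genes of the module were differentially expressed in NAA-treated berries at E-L 36.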

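For the 30 hub genes of module cyan in Table S3, the first principal component held 98.0% of the variance. Over the 12 groups, its r was −0.90 with (E)-β-damascenone, −0.89 with (Z)-β-damascenone, −0.89 with total norisoprenoids and −0.74 with TPB (permutation p = 1.0e-05, 4.0e-05, 1.0e-05 and 0.0062, or 1.2e-04, 3.1e-04, 1.2e-04 and 0.0085 after Benjamini-Hochberg adjustment), where 1.0e-05 is the smallest p that the 100000 permutations can give. Spearman's rho was −0.92, −0.93, −0.92 and −0.76 (adjusted permutation p = 5.4e-04, 5.4e-04, 5.4e-04 and 0.013). When the 2 groups farthest from the median of the component were left out, r was −0.81, −0.82, −0.79 and −0.40. With the stage means removed, r was −0.71, −0.61, −0.71 and −0.77 (adjusted permutation p = 0.025, 0.073, 0.025 and 0.0055). The groups were permuted across stages although the removal ties those of a stage together, so these p-values tend to be too small. They do not settle whether the relations hold within stages.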

The module–trait relationship analysis also identified module cyan as most highly related to (E)-β-damascenone (r = −0.86, *p* = 1 × 10^−11^), TPB (r = −0.70, *p* = 2 × 10^−6^), (Z)-β-damascenone (r = −0.84, *p* = 1 × 10^−10^) and total norisoprenoids (r = −0.85, *p* = 4 × 10^−11^). 

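For the 30 hub genes of module black, the first component held 98.3% of the variance, and its r over the 12 groups was 0.70 with cis-theaspirane, −0.84 with (E)-β-damascenone, −0.84 with (Z)-β-damascenone and −0.82 with total norisoprenoids (permutation p = 0.011, 7.5e-04, 3.7e-04 and 0.0011, adjusted 0.012, 0.0029, 0.0021 and 0.0029). The rank correlation rho was 0.73, −0.80, −0.78 and −0.80 (adjusted permutation p = 0.019, 0.0079, 0.011 and 0.0079). With the 2 groups farthest from the median left out, r was 0.83, −0.72, −0.75 and −0.67. None of the 4 relations held after the stage means were removed, where r was 0.16, −0.36, −0.32 and −0.34 (adjusted permutation p = 0.63, 0.31, 0.32 and 0.32). In NAA-treated berries at E-L 36, 21 of the 30 hub genes were differentially expressed.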

The module black exhibited a moderate correlation with cis-theaspirane (r = 0.61, *p* = 7 × 10^−5^), (E)-β-damascenone (r = −0.66, *p* = 1 × 10^−5^), trans-theaspirane (r = 0.60, *p* = 1 × 10^−4^), (Z)-β-damascenone (r = −0.66, *p* = 1 × 10^−5^) and total norisoprenoids (r = −0.62, *p* = 5 × 10^−5^). Moreover, the moderate correlation of β-cyclocitral (r = 0.56, *p* = 4 × 10^−4^) and high correlation of β-ionone (r = 0.78, *p* = 1 × 10^−8^) were observed in magenta module. Interestingly, the VviCCD4a and VviCCD4b which have been reported to tightly associate with norisoprenoid accumulation [7], were presented in this module turquoise and cyan, respectively. Furthermore, it was found that VviCCD4a co-expressed with the upstream genes of norisoprenoid biosynthesis including VviPSY2, VviPSY3 and two VviZEPs in module turquoise, while VviCCD4b co-expressed with VviNCED1, VviNCED2, and VviNCED3 in module cyan. The VviPSY1, VviZDS (VIT_214s0030g01740) and VviLECY were clustered in the module black. However, in module magenta, there were no known genes related to norisoprenoid biosynthesis. Therefore, to investigate the regulation of norisoprenoid biosynthesis, the top 30 hub genes in modules of turquoise, cyan, and black were further analyzed. Among those hub genes (Table S3), only one transcription factor of VviGATA26 (VIT_200s2393g00010) was found and it was in module turquoise. This TF could be potentially involved in the regulation of norisoprenoid biosynthesis.

To characterize the VviGATA26 function, DNA affinity purification sequencing (DAP-seq) was performed to understand the binding sites of VviGATA26 in the grape genome. Totally 6785 binding locations (peaks) were found, among which 1872 binding sites were localized in the promoter region of 1817 target genes. The target genes also included those genes encoding VviPSY1 (VIT_204s0079g00680), VviZDS (VIT_214s0030g01740), and VviABA-Hase (VIT_204s0079g00680), which were participated in the norisoprenoid biosynthesis (Figure 2B). However, we noticed that VviPSY1 and VviZDS were included in black module, which negatively correlated with the concentrations of (E)-β-damascenone, (Z)-β-damascenone, and total norisoprenoids. 

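VviPSY1, as log2(mean FPKM + 1) of the 12 groups, had a Pearson r of −0.76 with (E)-β-damascenone, −0.74 with (Z)-β-damascenone and −0.72 with total norisoprenoids (permutation p = 0.0047, 0.0048 and 0.0073, or 0.0145, 0.0145 and 0.0146 after Benjamini-Hochberg adjustment over the 6 relations of VviPSY1 and VviZDS). Spearman's rho was −0.69, −0.66 and −0.69 (adjusted permutation p = 0.044 for each). For VviZDS, r was −0.13, −0.08 and −0.14 (permutation p = 0.70, 0.80 and 0.66, adjusted 0.80 for each) and rho −0.46, −0.50 and −0.46 (adjusted permutation p = 0.13 for each). Without the 2 groups farthest from the median of expression, r was −0.82, −0.79 and −0.80 for VviPSY1 and −0.62, −0.57 and −0.59 for VviZDS.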

The VviABA-Hase was in “midnightblue” module, but this module did not exhibit a high correlation with norisoprenoid. Additionally, KEGG enrichment analysis revealed that the target genes predicted for VviGATA26 were significantly enriched in the pathway of “plant hormone signal transduction”. In this case, VviGATA26 could also be involved in the signaling regulation of hormones including ABA, auxin, cytokinine, gibberellin, salicylic acid, brassinosteroid, jasmonic acid, and ethylene (Table S4).

#### 2.2.3. An Integrated Gene Co-Expressed and Regulatory Network Regulating Norisoprenoid Biosynthesis

Our results indicate that ABA and NAA treatments can significantly influence the expression of norisoprenoid-related genes, previously identified switch genes, and the genes involved in ABA and auxin biosynthesis and signaling nearly at the same time. Therefore, we hypothesized that there is a crosstalk between norisoprenoid-related genes and the other genes. The potential link between these genes is supported by the study demonstrating norisoprenoid-related gene VviCCD4b (VIT_202s0087g00930) is a berry switch gene [16]. Furthermore, the ABA and norisoprenoid share the common substrate of carotenoids, and hence are under the regulation of the same upstream genes. Therefore, we integrated the results of WGCNA and DAP-seq analysis to build a gene co-expressed and regulatory network, the objective of which was to improve our understanding of the regulation of norisoprenoid accumulation.

In the norisoprenoid-related WGCNA modules of turquoise, cyan, and black, we observed some switch genes and hormone-related genes exhibited similar expression patterns with the genes involved in norisoprenoid biosynthesis (Table S5). A high edge weight threshold of 0.4 was chosen to select the candidate genes to construct the network within these modules. After removing the edges according to the threshold, the gene interactions observed in the network were all come from the module of turquoise. The norisoprenoid-related genes of VviPSY1, VviZDS (VIT_214s0030g01740), and VviABA-Hase (VIT_204s0079g00680), which were the target genes of VviGATA26 identified by DAP-seq, were also included in the network. It was found that VviCCD4a co-expressed with VviGATA26, and two switch genes encoding eukaryotic peptide chain release factor subunit 1-3 (eRF1-3, VIT_218s0072g01010) and CBL-interacting protein kinase 25 (CIPK25, VIT_204s0008g05770) (Figure 7A). In addition to these three genes, the VviPSY3 interacted with the other three switch genes encoding myb RADIALIS (VIT_207s0005g02730), phosphatidylserine synthase 2 (PTDSS2, VIT_201s0011g04370), and MAD-box (VIT_213s0158g00100). Additionally, the heatmap clearly exhibited that VviGATA26 expression was up-regulated at the E-L 36 stage of NAA-treated grape berries. 

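As log2(mean FPKM + 1) of the 12 groups, VviGATA26 (VIT_200s2393g00010) and VviCCD4a had a Pearson r of 0.89 (permutation p = 2.0e-05, 2.6e-04 after Benjamini-Hochberg adjustment over the 13 relations of VviGATA26 with the genes of Figure 7) and a Spearman rho of 0.94 (permutation p = 3.0e-05, adjusted 3.9e-04). With eRF1-3, r was 0.97 and rho 0.73 (adjusted permutation p = 0.0018 and 0.024), and with CIPK25, r was 0.96 and rho 0.71 (adjusted permutation p = 0.0018 and 0.027). With the 2 groups farthest from the median of VviGATA26 left out, r was 0.84, 0.94 and 0.94 for these 3 genes, and with the stage means removed it was 0.80, 0.95 and 0.97. In NAA-treated berries at E-L 36, eRF1-3 was at 102 ± 11.4 FPKM against 25.2 ± 3.93 in the control (log2 fold change 1.98, limma adjusted p = 8.5e-11) and CIPK25 at 464 ± 33.9 against 65.2 ± 7.13 (log2 fold change 2.82, limma adjusted p = 1.0e-11). In ABA-treated berries of that stage, CIPK25 was lower, at 26.6 ± 1.38 FPKM (log2 fold change −1.26, limma adjusted p = 5.9e-04). Neither eRF1-3 nor CIPK25 passed the threshold between the NAA libraries of E-L 36 and the control of E-L 38 (log2 fold changes −0.03 and 0.25).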

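In NAA-treated berries at E-L 36, RADIALIS was at 20.9 ± 3.91 FPKM against 2.58 ± 0.406 in the control (log2 fold change 2.61, limma adjusted p = 5.5e-14), PTDSS2 at 93.8 ± 6.45 against 23.2 ± 3.40 (log2 fold change 1.98, limma adjusted p = 1.3e-11) and VIT_213s0158g00100 at 28.9 ± 1.28 against 10.5 ± 1.49 (log2 fold change 1.38, limma adjusted p = 5.7e-09). None of these genes passed the threshold between these NAA libraries and the control of E-L 38 (log2 fold changes 0.24, −0.07 and 0.03). At E-L 35, PTDSS2 was lower than in the control, with NAA at 6.64 ± 1.17 FPKM against 17.9 ± 3.39 (log2 fold change −1.30, limma adjusted p = 4.5e-06) and with ABA at 8.06 ± 1.60 (log2 fold change −1.06, limma adjusted p = 8.6e-05). Neither call of E-L 35 held in the fit of the 6 libraries of the comparison alone, and the ABA call was also lost with median-of-ratios scaling (log2 fold change −0.96) and without ABA replicate 2 (log2 fold change −0.90) or without control replicate 2 (log2 fold change −0.94). The deposited table describes VIT_213s0158g00100 as BPS1-like but gives it the Pfam domain SRF-TF of MADS-box proteins, and Table S1 of the paper lists it as a MADS-box gene.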

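VviGATA26, which the deposited table places outside the assembled chromosomes, was at 44.0 ± 2.93 FPKM in NAA-treated berries and 12.5 ± 1.22 in the control at E-L 36 (log2 fold change 1.74, standard error 0.12, limma adjusted p = 6.2e-13). All 3 NAA libraries were above all 3 control libraries, and the log2 fold change lay from 1.67 to 1.79 when each library was left out in turn. In ABA-treated berries of the same stage it was at 8.05 ± 0.666 FPKM, a log2 fold change of −0.57 that did not reach the limit in size (limma adjusted p = 0.0025). In the control, the expression of VviGATA26 was 11.5 ± 1.07 FPKM at E-L 34, 10.6 ± 1.81 at E-L 35 and 45.3 ± 6.09 at E-L 38. The NAA libraries of E-L 36 did not pass the threshold against the control of E-L 38 (log2 fold change −0.03). An effect of NAA on this gene at E-L 36 is thus not separated from a later state of ripening.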

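VviZEP (VIT_213s0156g00350) and VviGATA26 had a Pearson r of 0.91 over the 12 groups (permutation p = 5.0e-05, Benjamini-Hochberg adjusted 3.2e-04) and a Spearman rho of 0.90 (permutation p = 1.4e-04, adjusted 9.1e-04). For VviZEP (VIT_200s0533g00020), r was 0.78 and rho 0.83 (adjusted permutation p = 0.0055 and 0.0043). The r of both genes was 0.89 and 0.80 with the stage means removed, and 0.85 and 0.79 without the 2 groups farthest from the median of VviGATA26.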

A relationship between VviZEP and VviGATA26 was also observed in the network. 

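Of the genes that the paper places in cluster 1 of Figure 7B, VviPSY1 (VIT_204s0079g00680) had an r of −0.66 with VviGATA26 over the 12 groups (permutation p = 0.036, adjusted 0.047) and a rho of −0.43 (permutation p = 0.17, adjusted 0.18). VviZDS (VIT_214s0030g01740) had an r of −0.18 and a rho of −0.60 (adjusted permutation p = 0.63 and 0.071), and VviABA-Hase (VIT_203s0063g00380) an r of −0.46 and a rho of −0.38 (adjusted permutation p = 0.13 and 0.23). Without the 2 groups farthest from the median of VviGATA26, r was −0.54 for VviPSY1, −0.22 for VviZDS and −0.38 for VviABA-Hase. With the stage means removed, it was 0.11, −0.10 and −0.10. Of the other 10 genes, 9 had a positive r with an adjusted p of at most 0.05. The text of the paper gives the VviABA-Hase of this cluster with the identifier of VviPSY1, so which VviABA-Hase gene is meant is uncertain, and VIT_203s0063g00380 was used here.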

The expression pattern of these genes in all samples suggested VviGATA26 could negatively regulate the expression of the DAP-seq identified genes of VviPSY1, VviZDS, and VviABA-Hase in cluster 1, while positive correlations were found between pairs of genes in cluster 2 (Figure 7B).

#### 2.2.4. Potential Contribution of Differentially Alternative Splicing of VviDXS and VviCRTISO

The effects of the ABA and NAA treatments on alternative splicing (AS) events of those genes were also investigated. As a posttranscriptional regulation of genes, AS has been shown to be affected by salt stress and high temperature in grape berry [9,11]. Splice variants are mainly generated by intron retention (IR), exon skipping (ES), mutually exclusive exon (MXE), alternative 3′ splice site (A3SS) and alternative 5′ splice site (A5SS). The differential alternative splicing between two RNA-Seq samples was detected by rMATs [27]. In the present study, besides the norisoprenoid-associated genes mentioned above, the upstream genes involved in the plastidial 2-methyl-D-erythritol-4-phosphate phosphate (MEP) and cytoplasmic mevalonic acid (MVA) pathways were also considered [28]. Among these genes, there were 32 differentially splicing ES or IR events were found (Tables S6 and S7). However, only the occurrence of alternative splicing at the genes encoding 1-deoxy-D-xylulose-5-phosphate synthase (DXS; VIT_204s0008g04970) and prolycopene isomerase (CRTISO; VIT_208s0032g00800) was further validated by reverse transcription PCR (Figure 8). The rMATS paired model identified that the two transcripts of the VviDXS with different ES were up-regulated by NAA at the stage of E-L 34 (Table S6), and a transcript of the VviCRTISO with IR was also expressed at relatively high levels in NAA-treated berries compared to the control at E-L 36 stage (Table S7).

## 3. Discussion

### 3.1. Response of ABA and IAA Biosynthesis and Signaling

This study deals with the responses of endogenous ABA and auxin biosynthesis and signaling, and previously identified switch genes to exogenous ABA and NAA treatments (Figure 2, Figure 3 and Figure 4). These data provide a framework to understand numerous aspects of ABA and NAA-regulated ripening. We found that the level of endogenous ABA significantly increased after ABA treatments in 2015 (Figure 2A), which is consistent with the previous study [20]. The elevated ABA could result from both induced endogenous ABA biosynthesis and the absorb from exogenous spraying ABA. However, the uptake of exogenous ABA into the grape was predicted to be an inefficient process because of the berry waxy cuticle [20,29]. Given the increased ABA mainly came from ABA biosynthesis, a small amount of external ABA entering the berry may be enough to drive the flux of carotenoid into endogenous ABA production. This speculation is supported based on the upregulation of VviNECDs in ABA-treated berries **(**Figure 2B), as well as the higher correlation between ABA concentration and VviNCED1 expression (r = 0.79, *p* = 0.011) or VviNCED2 expression (r = 0.70, *p* = 0.036). However, auxin analogues NAA had both positive and negative effects on the expression of auxin biosynthetic genes (Figure 2C), and this explained why there was no significant difference in IAA concentration between NAA treatment and the control. From the aspect of interactive crosstalk, the ABA treatment inhibited the endogenous auxin production by suppressing the expression of VviTAR1 and VviYUC10, and NAA application suppressed endogenous ABA biosynthesis by synchronously down-regulating three VviNCEDs at E-L 34 stage (Figure 2B). The lower expression of ABA biosynthetic genes in NAA-treated berries has been also observed in a previous study [30].

The ABA and NAA treatments also caused changes in the transcription rate of ABA and auxin signaling genes. As a whole, ABA spraying activated the ABA signaling transduction and suppressed the auxin signaling transduction, whereas the effects of NAA treatment on the two signaling pathways appeared to be complex, owing to the up-regulation or down-regulation of various genes (Figure 3). The complicated regulatory network between ABA and auxin signaling pathways has been already suggested by Nemhauser et al. [31] and Fiorenza et al. [30]. 

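In group a, the mean centred log2(FPKM + 1) of ABA-treated berries at E-L 34 was −0.13 ± 0.15 and that of NAA-treated berries −2.40 ± 0.25, on either side of the control at −1.00 ± 0.22 (mean ± SD, n = 3). In group d, these values were 0.40 ± 0.12 with ABA, −2.42 ± 0.17 with NAA and −0.66 ± 0.23 in the control. The genes of both groups were grouped by their response to the treatments in these same libraries, so the opposite means follow in part from the choice of genes and are not independent evidence.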

As expected, some ripening switch genes previously identified in grape berry were found to have the opposite expression behavior in response to ABA and NAA treatments, such as the DESGs in the group of a and d (Figure 4b). Indeed, VviMYBA2, VviMYBA1, VviMYBA3, and zinc finger family genes in the groups of a and d have been demonstrated to involve in berry development and ripening [32,33]. It was considered that these TFs were up-regulated by ABA while down-regulated by NAA treatment at E-L 34 or E-L 35 stage, in turn, which monitored grape ripening. Moreover, the delayed ripening of NAA-treated berries could also attribute to the switch genes in c and e groups that were significantly down-regulated by NAA while almost unchanged in ABA-treated berries. In these two groups, the potential ripening regulators of VviWRKY75, VviNAC33, VviNAC60, and two lateral organ boundaries proteins were found to be associated with ripening regulation (Table S1). In addition to TFs, we found that the expression of genes concerning fruit softening and carbohydrate metabolism in group c and e was inhibited by NAA spraying.

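In ABA-treated berries, the genes of group c past the threshold were 1 at E-L 34, 2 at E-L 35, 0 at E-L 36 (3 higher and 3 lower at an unadjusted p under 0.05) and 1 at E-L 38, each lower than the control. In group e, 0 genes passed at E-L 34, E-L 35 and E-L 36, where 15, 7 and 16 genes were higher and 2, 15 and 4 lower at an unadjusted p under 0.05, and 2 passed at E-L 38, also lower. The median log2 fold change of group e with ABA lay between −0.17 and 0.28 over the 4 stages. That the treatments differ in these groups, which were formed by the response in these libraries, was not tested as an interaction.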

### 3.2. Response of Norisoprenoid Biosynthesis

Our study is the first to reveal the effect of exogenous ABA on both free and total norisoprenoids in grape berries at both transcriptional and post-transcriptional levels. As is known, the biosynthetic pathways of ABA and norisoprenoid share the same part of the substrate of carotenoids. The present study indicated that though ABA biosynthesis was enhanced by ABA treatment, there is no visible decrease of total norisoprenoids in ABA-treated harvested berries. It was found the total norisoprenoid levels are low in both ABA1000 and ABA800-treated berries only at E-L 34 stage (Figure 5A,B) when the concentration of ABA largely increased (Figure 2A). The previous researchers have confirmed the increase of carotenoids after ABA treatment in many fruits such as in grapes [34] and tomato [35] and seeds of bean, tobacco, beet, and corn [36]. Hence, we speculated that ABA treatment elevated the concentration of carotenoids or ABA precursors during berry ripening, thus supporting the biosynthesis of both norisoprenoids and ABA. Alternatively, since vitispirane A, vitispirane B, and MHO exhibited lower levels in ABA-treated berries in consecutive two seasons (Table S2), ABA treatments or the increased endogenous ABA may negatively regulate the accumulation of these compounds by down-regulating VviCCD4a (Figure 2B). The pre-veraison NAA treatment was found to increase total norisoprenoids at E-L 35 and E-L 36 stages in grape berries [21] and β-damascenone level in wine [3]. Different from ABA treatment, NAA effect on norisoprenoid biosynthesis, by comparison to ABA biosynthesis, appeared to be more apparent. NAA up-regulated a series of norisoprenoid-associated genes including VviPSY1, VviPSY2, VviPSY3, VviLECY, VviLBCY, VviZEPs, VviCCD4a, and VviCCD4b expression at a certain stage (Figure 2B), ultimately elevating the level of most norisoprenoid components at harvest, except for geranylacetone and 6-methyl-5-hepten-2-one. In tomato fruit, silencing of PSY1 can significantly reduce carotenoid accumulation, while the silencing of PSY2 or PSY3 was less efficient in controlling carotenoid biosynthesis [37], suggesting the three PSY genes played different roles in the carotenoid biosynthetic pathway. Similarly, since carotenoids are synthesized mostly from fruit formation until veraison in grape berry [1], the higher expression of VviPSY1 at E-L 34 and E-L 35 stages (Figure 7B) indicated its important role in carotenoid metabolism. In contrast, the elevated expression levels of VviPSY2 and VviPSY3 were observed at E-L 36 and E-L 38 stages, which could be responsible for the carotenoid biosynthesis after veraison. It may explain the different responses of VviPSYs to NAA treatments (Figure 2B). 

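The expression of VviPSY1 in the control was 16.4 ± 0.845 FPKM at E-L 34, 4.11 ± 1.098 at E-L 36 and 3.05 ± 0.795 at E-L 38. In ABA-treated berries, it was 13.6 ± 2.25 FPKM at E-L 34, 12.1 ± 0.385 at E-L 35, 3.98 ± 0.0756 at E-L 36 and 3.14 ± 0.406 at E-L 38. Every library of E-L 34 and E-L 35 lay above every library of the later stages in these groups.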

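VviPSY2 in the control was at 7.62 ± 2.21 FPKM at E-L 35 and 10.6 ± 1.05 at E-L 38, and its mean at E-L 36 was the lowest of the 4 stages. VviPSY3 in the control was at 0.190 ± 0.127 FPKM at E-L 34, 0.395 ± 0.293 at E-L 35 and 2.59 ± 0.542 at E-L 38, where all 3 libraries were above those of the earlier stages. In NAA-treated berries at E-L 38, VviPSY2 was at 10.6 ± 1.21 FPKM and VviPSY3 at 2.85 ± 0.413.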

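As log2(mean FPKM + 1) of the 12 groups, VviCCD4a (VIT_202s0087g00910) had an r of 0.72 with (E)-β-damascenone, 0.71 with (Z)-β-damascenone, 0.59 with riesling acetal, 0.81 with TPB and 0.73 with total norisoprenoids (permutation p = 0.0087, 0.0084, 0.032, 9.9e-04 and 0.0063, adjusted 0.010, 0.010, 0.034, 0.0029 and 0.0085), and rho was 0.67, 0.70, 0.67, 0.81 and 0.67 (adjusted permutation p from 0.0079 to 0.031). Without the 2 groups farthest from the median of VviCCD4a, r was 0.85, 0.85, 0.47, 0.81 and 0.85, and only the relation with TPB passed 0.05 after the stage means were removed (r = 0.84, adjusted permutation p = 0.015). That p-value tends to be too small, because the permutations ran across stages. The printed values of riesling acetal span few steps, and total norisoprenoids contain (E)-β-damascenone. VviCCD4b (VIT_202s0087g00930) had an r of −0.23 with 6-methyl-5-hepten-2-one (rho = −0.27, adjusted permutation p = 0.47 and 0.40), 0.81 with (E)-β-damascenone (rho = 0.87, adjusted permutation p = 0.0031 and 0.0018) and 0.82 with total norisoprenoids (rho = 0.87, adjusted permutation p = 0.0029 and 0.0018). For VviCCD4b, r without the 2 farthest groups was −0.60, 0.82 and 0.83. With the stage means removed, it was 0.33, 0.64 and 0.67, and with the control and ABA groups only −0.07, 0.64 and 0.64, and no adjusted permutation p of these 6 was at most 0.05.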

WGCNA further expounded that VviCCD4a expression had a high correlation with (E)-β-damascenone, a norisoprenoid component with the highest concentration, and (Z)-β-damascenone, riesling acetal, TPB, as well as total norisoprenoid concentration (Figure 6), while VviCCD4b was correlated only with the concentration of 6-methyl-5-hepten-2-one. This result is different from our previous study in which we found that total norisoprenoids and β-damascenone were positively correlated with the expression of VviCCD4b, rather than VviCCD4a during Cabernet sauvignon grape berry development [12]. This difference is inferred to mainly relate to the ripening process retarding and transcriptional alteration induced by NAA. 

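VviCCD4a lies on chromosome 2 from 18560696 to 18562591 in the deposited table. In NAA-treated berries it was at 36.1 ± 2.96 FPKM against 2.21 ± 1.14 in the control at E-L 34 (log2 fold change 3.59, limma adjusted p = 3.6e-07), at 28.9 ± 21.3 against 1.64 ± 0.681 at E-L 35 (log2 fold change 3.06, limma adjusted p = 1.7e-05), and at 125 ± 27.3 against 5.39 ± 0.811 at E-L 36 (log2 fold change 4.29, limma adjusted p = 7.2e-10). All 3 NAA libraries were above all 3 control libraries at each of these stages. At E-L 35, NAA replicate 3 held 4.72 FPKM and replicates 1 and 2 held 44.9 and 37.1, and the call of this stage was lost in the fit of the 6 libraries alone. The NAA libraries of E-L 36 did not pass the threshold against the control of E-L 38 for VviCCD4a (log2 fold change 0.08).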

In the present study, the expression of VviCCD4a was remarkedly up-regulated by NAA treatment at E-L 34, E-L 35, and E-L 36 stages, but was down-regulated by ABA spraying at E-L 35 and E-L 36 stages (Figure 2B). Moreover, VviCCD4a co-expressed with the upstream VviPSYs and VviZEPs of norisoprenoid biosynthesis pathway (Table S5). Both our present data and previous finding [12] indicated that VviCCD4a in the non-treated grape berries is expressed at a very low level before E-L 36 stage, and this gene expression is sharply increased when berries approach technical maturity (Figure S2). This study also observed that the expression level of VviCCD4a was much higher than VviCCD4b in NAA-treated berries at E-L 34, E-L 36, and E-L 38 stages. 

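In the control, VviCCD4a rose to 120.0 ± 35.9 FPKM at E-L 38 (mean ± SD, n = 3). The lowest control library of E-L 38 held 95.9 FPKM and the highest of E-L 36 held 6.33.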

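In the NAA libraries, the log2 ratio of VviCCD4a to VviCCD4b within a library was 0.76 ± 0.10 at E-L 34, 1.15 ± 0.55 at E-L 36 and 1.095 ± 0.22 at E-L 38 (mean ± SD, n = 3), with VviCCD4a the higher in all 9 libraries. At E-L 35 it was −0.39 ± 0.81, with VviCCD4a the higher in 2 of 3 libraries, and without replicate 3 it was 0.07. 

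**Figure D1:**
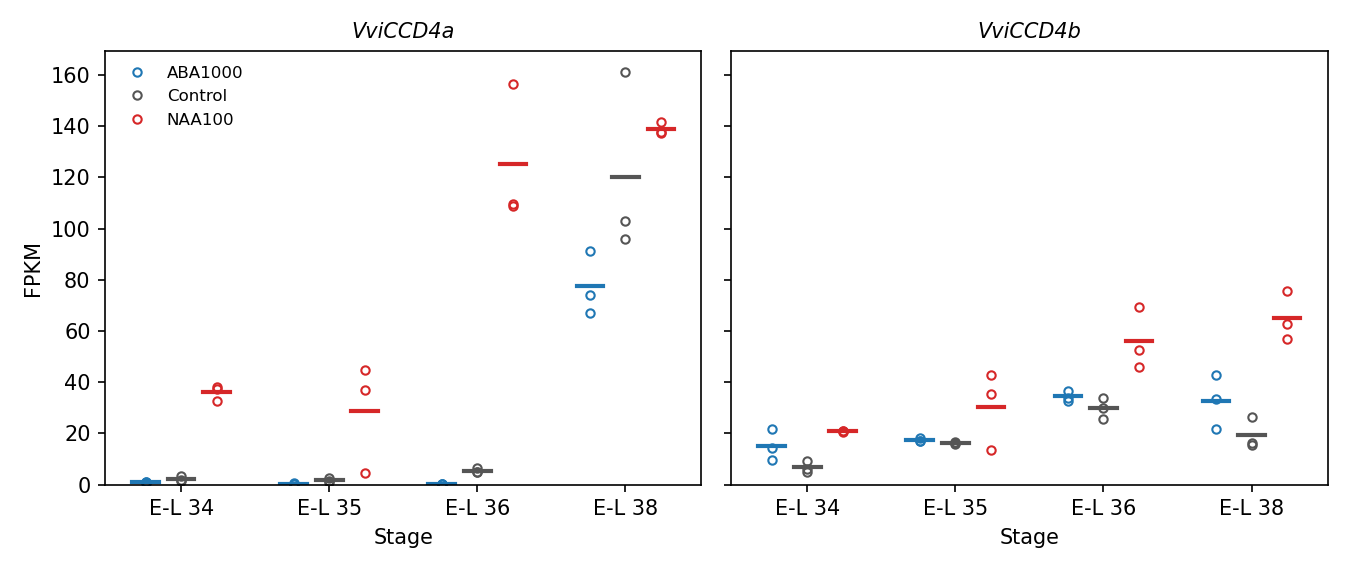
FPKM of VviCCD4a (left) and VviCCD4b (right) at each stage in ABA1000, control and NAA100 berries. Circles are single libraries and bars the means of 3; in NAA100 berries of E-L 38, VviCCD4a is at 139 ± 2.31 FPKM (mean ± SD).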

Taken together, these results indicate that VviCCD4a should be a key enzyme affecting the norisoprenoid accumulation in response to NAA treatment.

### 3.3. Potential Regulation Relating to NAA-Induced Norisoprenoid Accumulation

GATA transcription factors are a family of zinc finger proteins that bind the consensus DNA sequence (T/A) GATA (A/G) [38]. They are widely present in plants and involved in light response regulation, chlorophyll synthesis, and carbon/nitrogen metabolism. Interestingly, Evidence has demonstrated that light is the most important environmental factors affecting plant carotenoid metabolism; light significantly promotes the expression of carotenoid biosynthetic genes, particularly PYS and the activity of the related enzymes [39]. In the present study, integrated WGCNA and DAP-seq analysis indicated that VviGATA26 played a critical role in the regulatory network relating to NAA-induced norisoprenoid biosynthesis based on the following data. Firstly, VviGATA26 was indicated to be able to bind with the promoter sequence of VviPSY1 (VIT_204s0079g00680) and VviZDS (VIT_214s0030g01740), and VviGATA26 exhibited an opposite expression pattern with the two target genes at the transcriptional level (Figure 7B). Both VviPSY and VviZDS are crucial enzymes in the biosynthesis of norisoprenoid precursor of carotenoid [40]. As the rate-limiting step of carotenogenesis, VviPSY1 has garnered much attention and numerous strategies targeting PSY1 have been performed to increase carotenoid concentration in tomato [41]. Over-expression of AtZDS in tomato resulted in the increased carotenoid all trans-lycopene, and reduced carotenoid content was found in ZDS repressed fruit [42]. Secondly, the expression of these two target genes, especially VviPSY1, was reversely paralleled with the accumulation of (E)-β-damascenone, (Z)-β-damascenone, and total norisoprenoids (Table S8). 

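The negative r of VviPSY1 with the 3 measures did not hold within stages. With the mean of each stage removed from the expression and the concentrations, r was 0.39 with (E)-β-damascenone, 0.48 with (Z)-β-damascenone and 0.42 with total norisoprenoids (permutation p = 0.22, 0.12 and 0.18, adjusted 0.44 for each). For VviZDS these values were −0.11, 0.01 and −0.14. Over the 8 control and ABA groups alone, r was −0.91 for VviPSY1 and −0.77 for VviZDS with total norisoprenoids (exact permutation test over 8 groups, adjusted p = 0.016 and 0.045).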

Thirdly, the higher expression of VviGATA26 expression was showed in NAA-treated berries at E-L 36 stage compared to the control (Figure 7B). Combining these three points, we hypothesized that VviGATA26 could positively respond to NAA treatment and be triggered to down-regulate the two upstream genes and resulted in the increased accumulation of norisoprenoids. In addition, VviGATA26 expression was positively correlated with VviCCD4a, VviPSY2, VviPSY3 and VviZEPs (Figure 7B), but VviGATA26 cannot bind to the promoter regions of these genes according to DAP-seq. 

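VviPSY3 had an r of 0.98 with VviGATA26 over the 12 groups (permutation p = 4.7e-04, adjusted 0.0015) and a rho of 0.66 (adjusted permutation p = 0.045). VviPSY2 had an r of 0.56 and a rho of 0.43, neither past 0.05 (adjusted permutation p = 0.064 and 0.18). Without the 2 groups farthest from the median of VviGATA26, r was 0.97 for VviPSY3 and 0.45 for VviPSY2, and with the stage means removed it was 0.96 and 0.50. Without the NAA group of E-L 36, a choice made after the values were seen, r was 0.97 and 0.49. With the stage means also removed, a setting chosen in the same way, the r of VviPSY2 changed sign, to −0.77 (adjusted permutation p = 0.027). Permutations in this setting ran across stages, so that p-value tends to be too small. The paper names the promoter binding of VviGATA26, its opposite pattern to VviPSY1 and VviZDS and its higher expression in NAA-treated berries at E-L 36. It also names the reverse course of these 2 genes and norisoprenoid accumulation. From these points the paper proposes that VviGATA26 could respond to NAA and lower the expression of these 2 upstream genes.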

A possible explanation is that VviGATA26 indirectly affects the expression of these genes via regulatory cascades. Two TFs VviMYB RADIALIS (VIT_207s0005g02730) and VviMADS-box (VIT_213s0158g00100) were also precited to involve in norisoprenoid accumulation based on their co-expression patterns with VviPSY3. Both MYB and MADS-box transcription factor families have been demonstrated to associate with ripening process modulation [43,44]. 

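RADIALIS and VIT_213s0158g00100 had an r of 0.96 and 0.98 with VviGATA26 over the 12 groups (permutation p = 0.0019 and 1.6e-04, adjusted 0.0030 and 6.9e-04), and a rho of 0.57 and 0.85 (adjusted permutation p = 0.077 and 0.0034). Their r was 0.92 and 0.97 without the 2 groups farthest from the median of VviGATA26. In the control, RADIALIS was at 17.7 ± 3.42 FPKM at E-L 38 and VIT_213s0158g00100 at 28.3 ± 1.51, above their levels at E-L 36 in all 3 libraries. Their direct correlations with VviPSY3 were not computed.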

Our previous study has elucidated that MADS4 (VIT_201s0010g03900) can participate in the regulation of norisoprenoid accumulation by negatively regulating VviCCD4b [12]. In citrus, a MADS transcription factor, CsMADS6 was reported to be able to bind to the promoter of PSY and up-regulated its expression [45]. However, the present data is far from supporting our hypothesis regarding the regulatory function of the VviMYB RADIALIS and VviMADS-box in norisoprenoid biosynthesis. In future work, the genome-editing techniques or transgenic grapevines will be used to verify this point.

AS, as an important posttranscriptional regulation of genes, has been reported to happen in 8668 genes of v2 predicted genes (29150) in grape berry [9]. As observed in grape and Arabidopsis [11,46], AS contribute significantly to the transcriptional complexity and should be taken into consideration when performing genome wider transcriptomic studies. The expression of the isoforms of VviDXS and VviCRTISO was significantly altered in the comparison of NAA and control, which may then affect the protein properties and finally contribute to higher norisoprenoid. It would be interesting and useful to further investigate if the AS produced transcript will be biologically functional in the future, although how to distinguish aberrant and functional splicing remains an unresolved question [47]. The integration of transcriptomics and metabolomics with proteomics could serve as a starting point to identify functional AS events in grape and other plants.

## 4. Materials and Methods

### 4.1. ABA and NAA Treatments and Sampling

Clusters of *Vitis vinifera* L. cv. Cabernet Sauvignon grapevines cultivated in Shanxi Academy of Agricultural Sciences Pomology Institute, Shanxi, China, in 2015 and 2016, were used for the study. The 1000 mg/L ABA, 800 mg/L ABA, and 100 mg/L NAA solutions containing 0.05% Tween 20 were applied at seven weeks after flowering (berry still hard and green, E-L 33 stage), with 0.05% Tween solution as the control. The spray of these solutions was performed at sunset to avoid the rapid evaporation of the solutions. After the first spray solution, the second application was conducted ten hours later on the same day. A randomized block design was considered for this study, and each treatment or control was replicated in three plots of 50 vines. Each replicate included 500 berries collected from 50 vines. Berry sampling was performed at four E-L stages (E-L 34, E-L 35, E-L 36, and E-L 38) according to the modified E-L system [48]. The leaves at E-L 34 stage were collected for DNA extraction. All samples were kept in dry ice and immediately transferred to the laboratory. Before the extraction, samples were washed with distilled water to remove the unabsorbed ABA and NAA residues on the berry surface. Approximately 30 berries were used for the total soluble solids (TSS) and titratable acidity analysis and the others were frozen using liquid nitrogen and stored at −80 °C for further analysis.

### 4.2. Measurements of Total Soluble Solids and Titratable Acid

The total soluble solids and titratable acid (expressed as g tartaric acid equivalents per liter of juice) were measured using a digital handheld pocket Brix refractometer (PAL-2, ATAGO, Tokyo, Japan) and adjusting the pH of the grape juice to 8.2 using NaOH, respectively.

### 4.3. RNA Extraction and Sequencing

The berry samples used for RNA sequencing including the berries of the control, ABA1000-treated and NAA-treated at E-L 34, E-L 35, E-L 36, and E-L 38 stages in 2015. Total RNA was isolated using a plant RNA isolation kit and following the manufacture’s protocol (Sigma RT-250, St. Louis, MO, USA), and quality and quantitation of RNA were assessed by a Qubit 2.0 fluorometer RNA Assay Kit (Invitrogen Inc., CA, USA) and Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Totally 36 RNA-seq libraries were constructed (each sample has three biological replicates) using Illumina Hiseq X Ten (Illumina Inc., San Diego, CA, USA) to yield 150-bp pair-end reads.

### 4.4. Extraction and Determination of ABA and IAA

For each biological replicate, 10 g deseeded grape berries were ground into powder under liquid nitrogen. The extraction and quantification of ABA and IAA were performed according to the published method [49]. Briefly, 100 mg powder was weighed into a 1.5 mL centrifuge tube, then the powder with 750 µL water added was placed in an ultrasonic cleaner for 30 min. After centrifugation at 15,000 rpm for 10 min, the supernatant was transferred to a new tube and 750 µL MeOH-ACN (1:1, *v*/*v*) was added. Then sonication and centrifugation were performed. The 400 µL mixed supernatant was dried using a vacuum concentrator and re-dissolved in aliquots of 80 µL MeOH-H2O (1:1, *v*/*v*), filtered through a 0.1 µm membrane and transferred to vials for LC-MS analysis. Quantification was performed using a UPLC-HRMS system (UPLC, ACQUITY UPLC H-Class Bio, Waters; MS, Q-Exactive, Thermo Scientific, Bremen, Germany) coupled with heated electrospray ionization (HESI) source. UPLC separation was performed on a BEH C18 column (2.1 × 100 mm, 1.7 µm) at a flow rate of 0.3 mL min^−1^. The mobile phases were composed of 0.1% FA in water (phase A) and 0.1% FA in ACN (phase B). The following gradient program was applied: 95% A at 0 min to 55% A at 7 min, 5% A at 10 min and held for 4 min, then returned to the initial condition. ABA and IAA were used as external standards to quantify ABA and IAA levels in grape berries.

### 4.5. Analysis of Norisoprenoids in Berries Using SPME-GC-MS

About 50 g berries with the seed removed were blended with 1 g PVPP and ground into powder in liquid nitrogen. The extraction of free and total norisoprenoid was conducted following published research with some modification [50]. For free norisoprenoid, we weighted 1 g berry powder and put it into a 20 mL autosampler vial with 5 mL of citrate buffer (0.2 M, pH 3.2, saturated with NaCl) and 10 µL internal standard (1.008 mg/L 4-Methyl-2-pentanol) added. Then the vials were tightly capped and equilibrated at 50 °C in a thermostatic bath for 15 min. To extract total norisoprenoid, 1 g berry powder was put into a 20 mL autosampler vial with 5 mL of citrate buffer (0.2 M, pH 2.5, saturated with NaCl) and 10 µL internal standard (1.008 mg/L 4-Methyl-2-pentanol) added. Then the vials were tightly capped and equilibrated at 99 °C in a thermostatic bath for 1 h.

The volatile compounds were extracted by headspace-solid phase microextraction (HS-SPME) using 2 cm DVB/CAR/PDMS 50/30 μm SPME fiber (Supelco, Bellefonte, PA, USA) at 40 °C for 30 min with stirring. An Agilent 6890 gas chromatography coupled with an Agilent 5975C mass spectrometer was used to analyze the volatile compounds in the samples according to the method described by Wang et al. [51]. The compound separation was achieved with an HP-INNOWAX capillary column (60 m × 0.25 mm × 0.25 μm, J & W Scientific, Folsom, CA, USA). Volatile compounds were identified by comparing mass spectrums and retention time with the available external standards. The compounds with reference standards were identified by comparing their retention indices and mass spectrums with the NIST11 database. Quantitation followed our published method [52]. The volatile compounds with available standards were quantified based on their reference standards, whereas the volatiles without available standards were quantified using standards that had the same functional groups and/or similar numbers of carbon atoms.

### 4.6. RNA Isolation, Cloning, and Expression of VviGATA26

Total RNA was extracted from grape berry using the plant DNA isolation kit (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions. The quality and concentration of RNA were detected by agarose gel electrophoresis using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, MA, USA). First-strand cDNA was synthesized from 1 mg total RNA in a 20 µL reverse transcription reaction mixture following the protocol of HiScript R II Q RT SuperMix for qPCR C gDNA wiper (Vazyme, Nanjing, China). PCR cloning of full-length *VviGATA26* was performed in a total volume of 25 μL containing 1 μL of cDNA template, 2 μL RT-PCR primers, 12.5 μL 2 × Taq PCR MasterMix (KT201) (Tiangen Biotech, Beijing, China) and 9.5 mL ddH2O. A pair of primers (forward: ATGGTACCTTCAAGGAAGAG, reverse: TCAGGGACGCAAAAGATGTG) was designed using primer 5.0 based on the nucleotide sequence of *VviGATA26* (XM_003635597.2) from the NCBI. The PCR product was gel purified and then ligated to the pMD18-T vector (Takara, Beijing, China) for DNA sequencing. The coding sequencing of *VviGATA26* was cloned into a pFN19K HaloTag T7 SP6 Flexi expression vector. TNT SP6 Coupled Wheat Germ Extract System (Promega, Madison, WI, USA) was used for Halo–PeWRKY1 fusion protein expression following the manufacturer’s specifications for expression in a 50 μL reaction with a 2 h incubation at 37 °C. Expressed proteins were directly captured using Magne Halo Tag Beads (Promega, Madison, WI, USA).

### 4.7. DAP Affinity Purification Sequencing

Genomic DNA was extracted from leave tissues of Cabernet Sauvignon grapevines using a one-step plant DNA extraction reagent (Bio Teke, Beijing, China). The DNA was dissolved in 50 μL of Tris-EDTA buffer. DNA-seq binding assays were performed as described by a previous study [53]. Sequencing was performed on an Illumina NavoSeq. Reads were mapped to the grape reference genome sequence using BOWTIE2 and annotated in comparison with the V2.1 version (http://genomes.cribi.unipd.it/grape/). Peak calling was conducted using Macs2. Association of DAP-seq peaks located upstream or downstream of the transcription start site within 2 kb were analyzed using Homer, according to the General Feature Format (GFF) files. Gene function annotation was blasted from NT, NR, Swissprot, and Pfam databases. FASTA sequences were obtained using BEDTools for motif analysis and motif discovery was performed using MEME-Chip suite (http://meme-suite.org/tools/meme-chip).

### 4.8. RT-PCR Analysis of Alternative Splicing

The reverse transcription polymerase chain reaction (RT-PCR) splicing analysis of *VviDXS* and *VviCRTISO* was performed in a 10 μL reaction volume. Each reaction contains 1 μL of the cDNA template, 0.5 μL forward primer, 0.5 μL reverse primer, 3 μL ddH2O, and 5 μL of 2 × Premix Ex-Taq polymerase (Takara). The cycling conditions were 98 °C for 30 s, followed by 40 cycles of 95 °C for 10 s, 60 °C for 30 s, and a 60 s extension at 72 °C, with a final 10 min extension at 72 °C. The PCR amplicons were analyzed using 2% agarose gel electrophoresis. The primers were designed from the upstream and downstream exons of the skipped exon or retention intron (Table S9).

### 4.9. Data Analysis

Data were expressed as the mean ± standard deviation of triplicate tests. One-way analysis of variance (ANOVA) was performed to measure the difference among the means under Duncan’s multiple range test (DMRT) at a significant level of 0.05 using the R package “agricolae”. The average number of clean reads generated by RNA sequencing was 68.04 million. Clean reads were then mapped to the grape reference genome (http://genomes.cribi.unipd.it/grape/) using TopHat. The read mapping rate all exceeded 70% for the respective RNA-seq libraries (Table S10), indicating that the sequencing quality was sufficient for further data mining. All of these reads were assembled into 25,280 genes. The normalized expression of the gene was calculated as a Reads Per Kilobases Per Million Reads (RPKM) value. The transcriptomic data are available in NCBI Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE150343. We used the R package “DESeq2” to analyze the differentially expressed genes (DEGs), and the significance was judged based on the False Discovery Rate ≤ 0.01 and the absolute value of log2Ratio ≥ 1. K-means analysis was performed using the R package “factoextra” and “stats”, and WGCNA was conducted by R package “WGCNA”. Hierarchical clustering analysis of metabolites was performed using the expander R package “ComplexHeatmap.” All the data were analyzed with the open-source R statistical computing environment (3.6.2) in the present study.

## 5. Conclusions

In the present study, we characterized the roles of endogenous ABA and auxin biosynthesis and signaling, along with the previously identified switch genes in the ABA and NAA-induced ripening changes. The responses of free and total norisoprenoids in Cabernet Sauvignon grape berries to ABA and synthetic auxin were revealed and interpreted in both transcriptional and posttranscriptional levels. GATA26 (VIT_200s2393g00010), myb RADIALIS (VIT_207s0005g02730), and MAD-box (VIT_213s0158g00100) were identified as potential regulators of norisoprenoid accumulation by WGCNA and DAP-seq. VviGATA26 was inferred to target to down-regulate the expression of *VviPSY1* and *VviZDS*, and positively regulate the expression of *VviCCD4a*, *VviPSY2*, *VviPSY3,* and two *VviZEPs*, to benefit the norisoprenoid accumulation. The future study will focus on the molecular mechanism of GATA26 regulating the metabolism from carotenoids to norisoprenoids and the inducing function of auxin on this mechanism. From the perspectives of viticulturists and winemakers, the present findings also can give them some suggestions to improve the concentration of norisoprenoids in Cabernet Sauvignon grape berries.

## Figures and Tables

**Figure 1:**
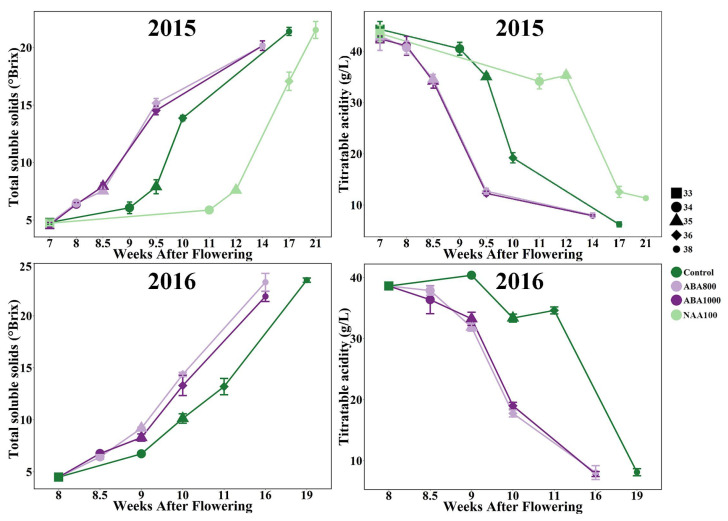
Total soluble solids and titratable acidity in two consecutive seasons. The different shape represents the phenological stage: square (E-L 33 stage), big circle (E-L 34 stage), triangle (E-L 35 stage), rhombus (E-L 36 stage), small circle (E-L 38 stage). The lines of green, light purple, purple and light green represent Control, 800 mg/L abscisic acid (ABA) (ABA800), 1000 mg/L ABA (ABA1000), and 100 mg/L synthetic auxin 1-naphthaleneacetic acid (NAA) (NAA100), respectively. Bars represent ± standard deviation.

**Figure 2:**
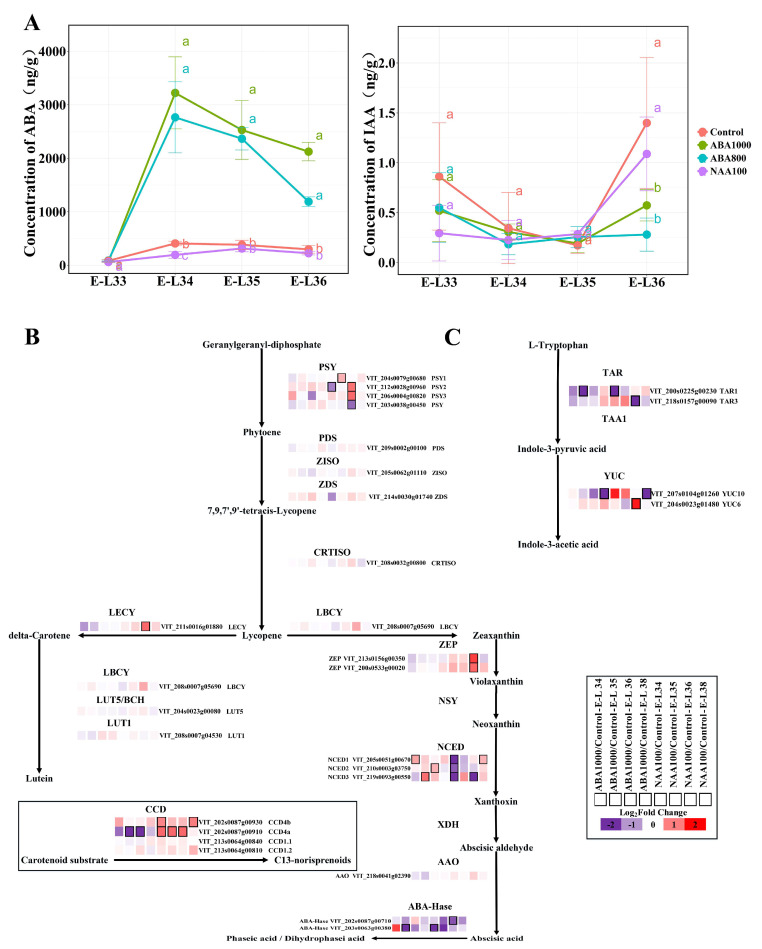
Effects of ABA and NAA on hormone accumulation and related gene expression during berry development and ripening. (**A**) Concentrations of endogenous ABA and indole-3-acetic acid protein (IAA) from E-L 33 to E-L 36 stage. Bars represent ± SE and different letters indicate significant differences (*p* = 0.05). (**B**) Pathways analysis of genes involved in ABA and norisoprenoid biosynthesis. Purple and red boxes indicate downregulated and upregulated genes, the colors of the boxes represent the intensity of the expression fold changes (log2). Genes with significant expression changes compared with the control groups in each developmental stage are indicated by bold margins. PSY, phytoene synthase; PDS, 15-cis-phytoene desaturase; ZISO, zeta-carotene isomerase; ZDS, zeta-carotene desaturase; CRTISO, prolycopene isomerase; LECY, lycopene epsilon-cyclase; LBCY, lycopene beta-cyclase; LUT5, beta-ring hydroxylase; BCH, beta-carotene 3-hydroxylase; LUT1, carotene epsilon-monooxygenase; ZEP, zeaxanthin epoxidase; NSY, neoxanthin synthase; NCED, 9-cis-epoxycarotenoid dioxygenase; XDH, xanthoxin dehydrogenase; AAO, abscisic-aldehyde oxidase; CCD, carotenoid cleavage dioxygenase. (**C**) Pathways analysis of genes involved in auxin biosynthesis. TAR, tryptophan aminotransferase related 1; TAA1, tryptophan aminotransferase arabidopsis1; YUC, YUC flavin monooxygenase.

**Figure 3:**
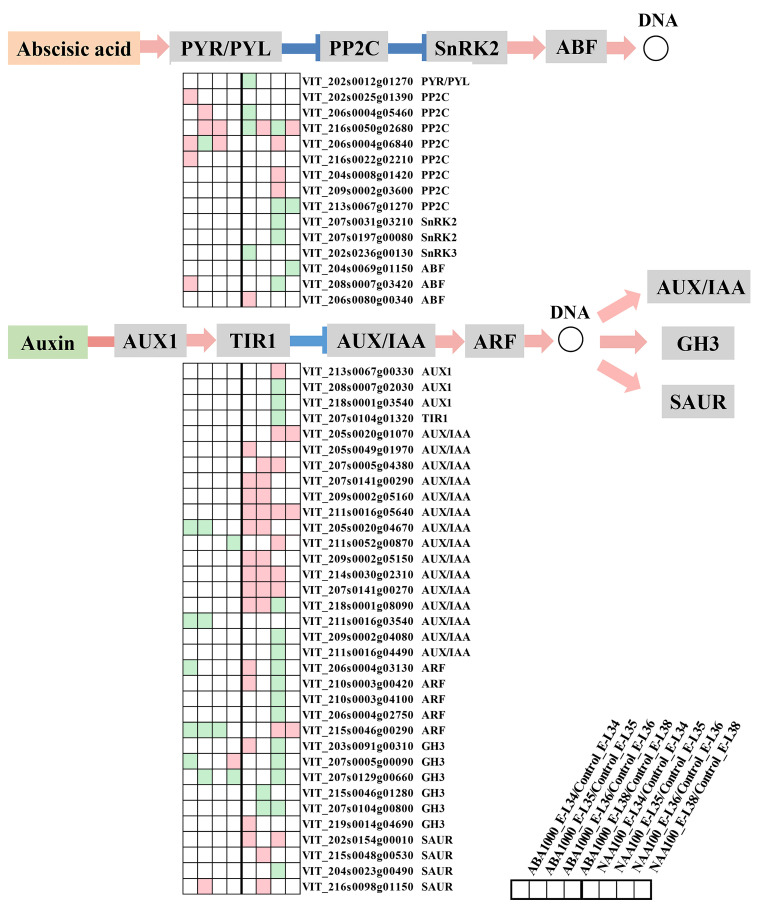
Expression of genes involved in ABA and auxin signaling pathway. Green and cyan boxes represent significantly downregulated and upregulated genes, respectively, in treated berries compared to the control.

**Figure 4:**
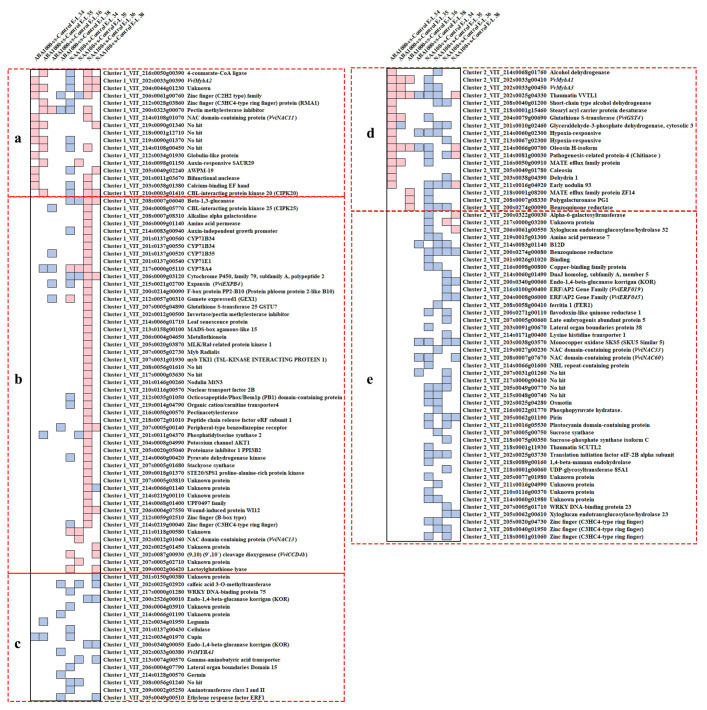
Differentially expressed switch genes between treatments and control. The significance of differentially expressed genes was judged based on the False Discovery Rate ≤ 0.01 and absolute value of log2Ratio ≥ 1. Blue and cyan boxes indicate significantly downregulated and upregulated genes in treated berries compared to the control, respectively. Genes were divided into groups (**a**–**e**) according to their different responses to the treatments.

**Figure 5:**
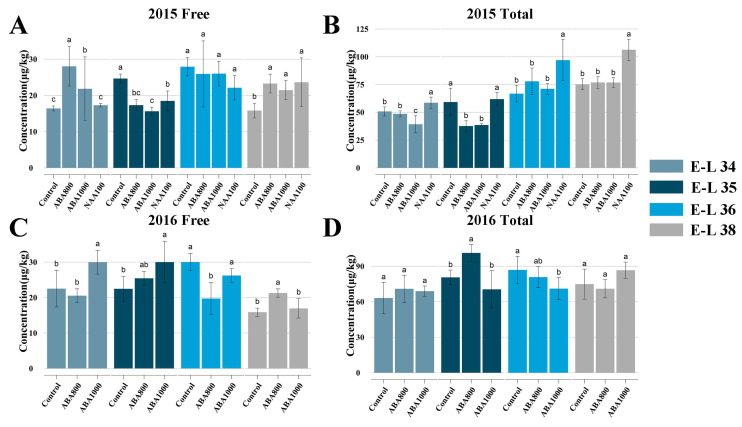
Concentrations of free, total and individual norisoprenoids. (**A**) Concentrations of free norisoprenoids in 2015. (**B**) Concentrations of total norisoprenoids in 2015. (**C**) Concentrations of free norisoprenoids in 2016. (**D**) Concentrations of total norisoprenoids in 2016. Statistical analysis involved the comparison of treatments at each E-L stage, and different letters represent significant differences (*p* = 0.05).

**Figure 6:**
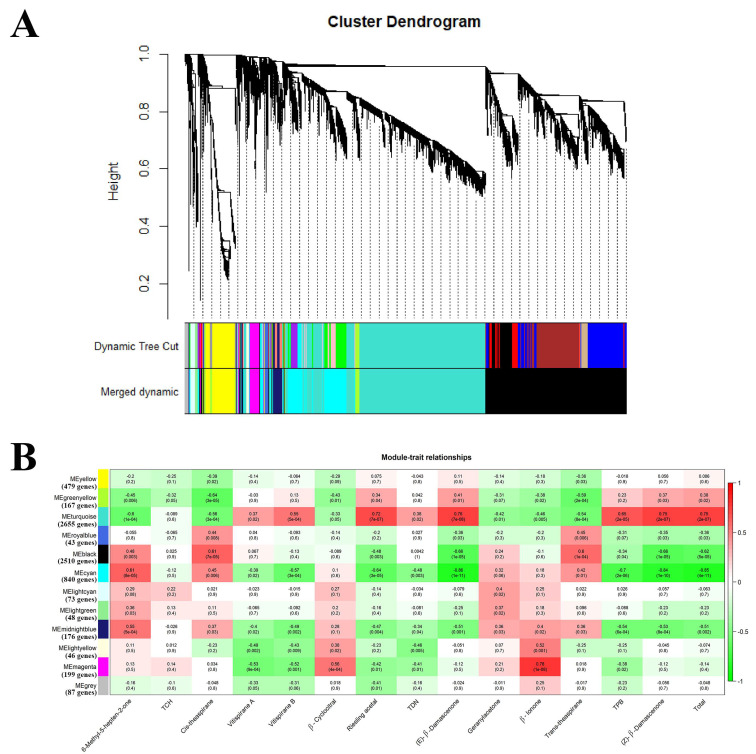
Weighted gene co-expression network analysis (WGCNA) of differentially expressed genes (DEGs) induced by ABA100 or NAA100 and the hierarchical cluster analysis of associated genes related to the accumulation of norisoprenoid. (**A**) Hierarchical cluster tree showing 12 merged modules of co-expressed genes. (**B**) Module-trait correlations and corresponding *p*-values. The left panel shows 12 modules and the right panel is a color scale for module trait correlation from −1 to 1.

**Figure 7:**
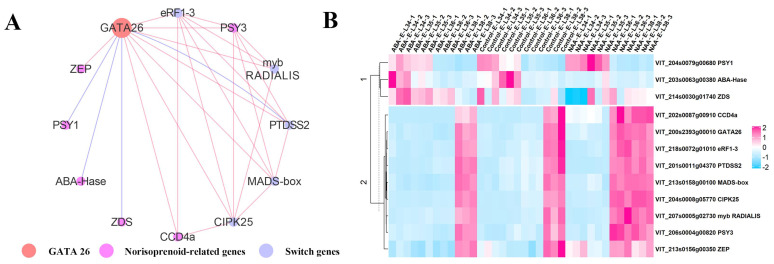
Gene co-expressed and regulatory network. (**A**) Gene co-expressed and regulatory network related to norisoprenoid biosynthesis. The size of the nodes corresponds to the nodes ‘betweenness centrality’, which measures how often a node in the network occurs on all shortest paths between two nodes and help identify the gene that plays a ‘bridge spanning’ role in the network. Red and blue edges indicate that the interaction between two genes is identified by WGCNA and DNA affinity purification sequencing (DAP)-seq, respectively. (**B**) Hierarchical cluster analysis of genes in the left graph. The colors of the boxes represent the intensity of the normalized gene.

**Figure 8:**
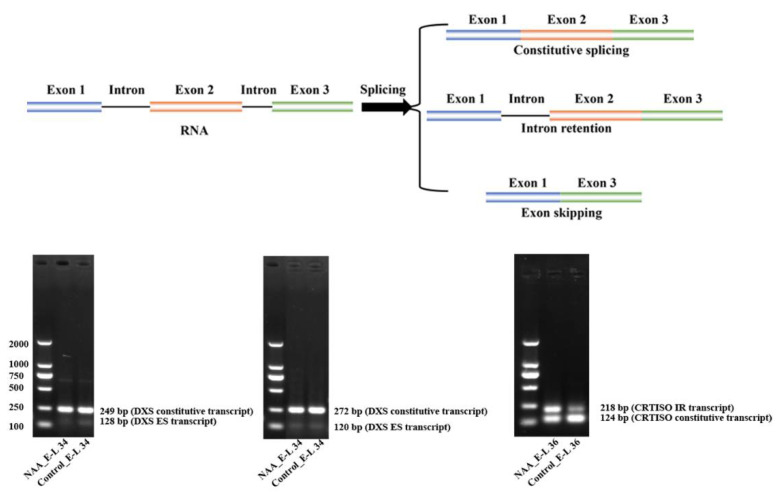
Qualitative RT-PCR analysis of expression of *VviDXS* and *VviCRTISO* splice variants in grape berries at specific stage under NAA100 and ABA1000 treatments. The forward and reverse primers were designed from the upstream and downstream exons of the skipped exon or retention intron, respectively.

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/22/3/1420/s1, Figure S1. K-means analysis clustering of switch genes; Figure S2. Expression of *VviCCD4a* and *VviCCD4b* during berry development and ripening; Table S1. Functional annotation of differentially expressed switch genes; Table S2. Total concentrations (µg/kg) of individual norisoprenoid in 2015 and 2016; Table S3. Hub genes identified in the modules related to norisoprenoid; Table S4. Potential target genes of transcription factor VviGATA26 in plant signal transduction; Table S5. Genes in the WGCNA identified modules of ‘turquoise’, ‘cyan’ and ‘black’; Table S6. Differentially splicing ES events between treatments and control; Table S7. Differentially splicing IR events between treatments and control; Table S8. Pearson correlation coefficient r. Values in bold letters show significant correlations (t-test, α = 0.05); Table S9. The primers of RT-PCR splicing analysis; Table S10. Summary of RNA-seq mapping statistics.

## Abbreviations

ABA	Abscisic acid
AS	Alternative splicing
AAO	Abscisic-aldehyde oxidase
ABF	ABA-responsive element binding factor
AUX1	Auxin influx carrier
AUX/IAA	Auxin/indole-3-acetic acid protein
ARF	Auxin response factor
A3SS	Alternative 3′ splice site
A5SS	Alternative 5′ splice site
CCD	Carotenoid cleavage dioxygenase
CRTISO	Prolycopene isomerase
DAP-seq	DNA affinity purification sequencing
DEG	Differentially expressed gene
DXS	1-Deoxy-D-xylulose-5-phosphate synthase
DESG	Differentially expressed switch gene
ES	Exon skipping
GH3	Indole-3-acetic acid-amido synthetase
IR	Intron retention
LBCY	Lycopene beta-cyclase
LECY	Lycopene epsilon-cyclase
LUT1	Carotene epsilon-monooxygenase
LUT5	beta-ring Hydroxylase
LBD	Lateral organ boundaries
MHO	6-Methyl-5-hepten-2-one
MEP	2-Methyl-D-erythritol-4-phosphate phosphate
MVA	Mevalonic acid
MXE	Mutually exclusive exon
NAA	1-Naphthaleneacetic acid
NCED	9-*cis*-Epoxycarotenoid dioxygenase
NSY	Neoxanthin synthase
RPKM	Reads per kilobases per million reads
SAUR	Small auxin-up RNA
TF	Transcription factor
TSS	Total soluble solids
TA	Titratable acidity
TAR	Tryptophan aminotransferase related
TIR1	Transport inhibitor response 1
TAA1	Tryptophan aminotransferase arabidopsis1
PSY	Phytoene synthase
PP2C	Protein serine/threonine phosphatase 2C
PDS	15-*cis*-Phytoene desaturase
WGCNA	Weighted gene co-expression network analysis
XDH	Xanthoxin dehydrogenase
YUC	YUC flavin monooxygenase.
ZDS	Zeta-carotene desaturase
ZEP	Zeaxanthin epoxidase
ZISO	Zeta-carotene isomerase

How the deposited data were processed for this re-analysis (not part of the article)

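Berries of Cabernet Sauvignon sprayed with ABA (ABA1000), with NAA (NAA100) or with neither (Control) in 2015 were collected at E-L 34, 35, 36 and 38, with 3 replicates in each of the 12 groups, so that 36 libraries were sequenced. According to the paper, the authors sequenced paired-end reads on an Illumina HiSeq platform and mapped the clean reads with TopHat to the grape reference genome of the CRIBI site; the version used for these reads and the counting tool are not stated (V2.1 of that site is named for the annotation of the DAP-seq reads). The deposited FPKM values were made by the authors from these mapped reads, as fragments per kilobase of transcript and per M mapped fragments of each library, with 1 column per library and no further scaling between libraries (the sample titles say FPKM, the methods of the paper RPKM). The table lists 25280 genes, of which 2196 lie on scaffolds without a chromosome. The column totals range from 489454 to 596970 FPKM. Total clean reads averaged 68.0 M per library and mapped reads ranged from 50.1 to 56.5 M. The 10 most abundant genes held between 6.68% and 27.0% of a library's FPKM, and between 3714 and 5110 genes were listed at 0 in a library. The counts themselves were not used here, so the sampling error of a low value enters only through the spread between replicates.

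All values below were computed from the deposited FPKM with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A gene was tested when it had at least 1 FPKM in at least 3 libraries, which left 17598 genes. Values were taken as log2(FPKM + 1), and a limma fit with an intensity trend in the variance estimated the 12 group means of all 36 libraries together, with 24 residual degrees of freedom. The 8 comparisons set each treatment against the control at each stage, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in a comparison. A gene was called differentially expressed at an adjusted p of at most 0.01 and a log2 fold change of at least 1 in size, the threshold of the paper, which applied it to a test on counts. Group means are given with the SD over 3 replicates. For the gene lists of Figures 2B, 2C and 3, the adjustment was also made over the list alone. The change of a treatment effect between 2 stages was tested as an interaction in the same fit.

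The genes named are drawn from those that the paper names by a VIT identifier in its text, in Figures 2B, 2C, 3 and 7 or in Table S1, the paralogs that share a symbol with them and, for each treatment, the 2 genes with the largest rise and the 2 with the largest fall among the called genes with a mean of at least 10 FPKM in the higher group and no overlap between treated and control replicates. Of the largest changes, VIT_219s0090g01340 (ABA at E-L 34, log2 fold change 2.88) and VIT_202s0025g04330 (NAA at E-L 34, log2 fold change −6.47) are in the paper's lists. They were not taken up below. Groups of switch genes were summarised as the mean of log2(FPKM + 1) over their genes, centred on each gene's mean, and compared between 3 treated and 3 control libraries by an exact permutation test, whose smallest possible p is 0.1. Correlations with the norisoprenoid concentrations of Table S2 and with VviGATA26 are Pearson r and Spearman rho over the 12 group means, since Table S2 gives 1 mean per group, with permutation p-values from 100000 resamples (all orders for 8 groups) adjusted over each family. Expression entered as log2(mean FPKM + 1) of each group, and with quantile normalization as the group mean of the normalized values. Total norisoprenoids are the sum of the listed compounds. The 30 hub genes of a module in Table S3 were summarised by their first principal component. The position of a library along the control's own development is its projection on the line from the control at E-L 34 (0%) to the control at E-L 38 (100%) over the 4836 genes called between the 2; each control library was placed on a line drawn from the other control libraries.

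The groups, the comparisons, the threshold, the rule for named genes and the alternatives were set before the data were examined, except for 2 settings of the correlations, chosen after the values were seen, that leave out the NAA group of E-L 36, in 1 of them with the stage means also removed. The alternatives to these choices were 0.1 in place of 1 added to the FPKM, no filter on low values, a mean of at least 5 FPKM (10553 genes), FPKM rescaled to TPM, median-of-ratios scaling (factors from 0.825 to 1.19), quantile normalization, a fit of the 6 libraries of each comparison alone, a replicate block, and each library left out in turn. The block was planned on the replicate letters, which the table does not give, and was fitted on the replicate numbers of the table's columns. For the switch genes the median over genes was used in place of the mean. For the correlations the alternatives were FPKM without log, stage means removed, the 2 groups farthest from the median of expression left out, and the control and ABA groups only. Where stage means were removed, groups were still permuted across stages. The removal ties the groups of a stage together, so permutation p-values of that setting tend to be too small. For the position along development, all tested genes were used in place of the 4836. The number of genes called was also counted in each of the 10 splits of the 6 libraries of a comparison into 3 and 3. The fit was tested on simulated data with 17598 genes, of which 200 were changed by a log2 value of 2 in 1 comparison: 198 of these and 1 unchanged gene were called, and 0 genes in the 7 other comparisons.

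Reads were not mapped again. The co-expression modules were not rebuilt, because the list of module genes in Table S5 is incomplete in the copy used. Enrichment of functions and the DAP-seq peaks were not analysed here. No outlier test was run on single libraries, since each group has 3. NAA replicate 3 of E-L 35 and control replicate 2 of E-L 38 were only scored for a treatment effect, to weigh their labels. Genes of FPKM near 0 were kept when they passed the filter. For paralogs with similar sequence, among them VviCCD4a and VviCCD4b, VviMYBA1 to VviMYBA3 and the VviPSY genes, the counting tool could have divided reads between copies, and this was examined only for VviCCD4a and VviCCD4b at E-L 34.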

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

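The 4 changes of an NAA effect between stages and the 6 genes below were taken up because of a difference between stages or because the paper does not discuss the gene; of the tests used to weigh them, those on the position of the NAA libraries of E-L 36 along development, on depth, on abundant genes, on the labels of those libraries and on other splits of the libraries were chosen only after the results were seen.

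A difference between stages drew attention to VviPSY2 (VIT_212s0028g00960), VviNCED3 (VIT_219s0093g00550) and VviPTDSS2 (VIT_201s0011g04370), whose response to NAA changed direction. The effect on VviPSY2 at E-L 34 minus that at E-L 36 was −2.61 on the log2 scale (standard error 0.27, limma adjusted p = 4.5e-09). For VviNCED3 the effect at E-L 34 minus that at E-L 35 was −3.36 (standard error 0.42, limma adjusted p = 1.7e-05) and the effect at E-L 35 minus that at E-L 36 was 3.65 (standard error 0.42, limma adjusted p = 3.7e-08). VviPTDSS2 had a difference of −3.28 between E-L 35 and E-L 36 (standard error 0.22, limma adjusted p = 4.0e-12). With each library left out in turn, these differences ranged from −2.80 to −2.50, from −3.54 to −3.16, from 3.41 to 4.09 and from −3.43 to −3.14. Without NAA replicate 3 of E-L 35, which lies apart from the other 2, the difference for VviNCED3 between E-L 34 and E-L 35 was −3.16.

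Of the 4 differences, 3 rest on the NAA libraries of E-L 36. A difference in sequencing depth is argued against as the whole cause of the changes at that stage, since the ratio of mapped reads to the control was 0.969 with NAA (3496 genes called) and 0.958 with ABA (117 genes called) against the same control libraries, and so is the weight of a few abundant genes, since 3498 genes were called after median-of-ratios scaling. A candidate explanation is that the NAA berries of E-L 36 were further along the control's own development than the control berries of E-L 36: 97.5% of the genes called there moved the same way between the control of E-L 36 and that of E-L 38. Over all tested genes, without a choice by call, this share was 84.5%. VviPSY2 was at 12.8 FPKM in these NAA libraries and at 10.6 in the control of E-L 38 (log2 fold change 0.23), VviNCED3 at 7.66 and 4.64 (log2 fold change 0.60) and VviPTDSS2 at 93.8 and 98.9 (log2 fold change −0.07), none of them past the threshold. A mislabelled set of NAA libraries cannot be told apart, because only 2 genes differed between the NAA libraries of E-L 38 and E-L 36 (1642 had an unadjusted p under 0.05) and no mark other than expression identifies them. An effect of NAA on these genes that differs between stages stays open as the biological explanation and was not tested apart from development. The change of VviNCED3 between E-L 34 and E-L 35 does not involve these libraries.

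Genes outside those that the paper discusses were taken up by size alone, from 296 genes for ABA and 2499 for NAA that passed the rule stated above. With ABA at E-L 35, VIT_205s0077g00430 (galactinol synthase 2) rose by a log2 fold change of 3.37 (limma adjusted p = 2.6e-04), at 41.4 ± 48.0 FPKM against 1.79 ± 0.947 in the control. The SD exceeds the mean because the ABA libraries range from 11.9 to 96.8 FPKM; the log2 fold change was between 2.45 (without ABA replicate 3) and 3.91 with 1 library left out. The gene was not called in the fit of the 6 libraries alone. With ABA at E-L 38, VIT_209s0002g01320 (germin-like protein) fell (log2 fold change −3.90, limma adjusted p = 0.0011), at 3.66 ± 4.25 FPKM against 70.4 ± 50.7, and so did VIT_203s0063g01820 (allene oxide synthase; log2 fold change −3.38, limma adjusted p = 0.0017), at 0.465 ± 0.333 against 29.9 ± 29.1. Both calls were lost in the fit of the 6 libraries alone and without control replicate 1 (log2 fold changes −3.48 and −2.38) or without control replicate 3 (log2 fold changes −3.36 and −2.86), and the former also with 0.1 added to the FPKM. In both genes the control libraries spread widely, from 12.6 to 107.5 and from 0.828 to 59.0 FPKM.

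For the 2 genes at E-L 38, the labels of the control libraries were weighed. Control replicate 2 of E-L 38 is closer to the ABA libraries of that stage than to the other control libraries, and it showed 9.58% of the ABA effect of the earlier stages over 447 genes, against −4.38% and −5.19% in the other control libraries and −4.65% to 3.19% in the ABA libraries. The scores are relative to the mean of all control libraries of E-L 38, replicate 2 included. Those of the other control libraries are therefore not independent of it. A mislabelled control library cannot be told apart, because these genes do not separate ABA from control at E-L 38. For these comparisons 1 of the 10 splits of the 6 libraries, the real one, gave as many genes (256 at E-L 35 and 114 at E-L 38), a share that 3 against 3 libraries cannot bring under 0.1, so chance cannot be told apart by it. An effect of ABA is the biological explanation that the design gives, and it stays open for the 3 genes. Reads shared between paralogs of these gene families were not tested.

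With NAA at E-L 36, VIT_219s0014g00440 (trichome birefringence-like 38) rose by a log2 fold change of 5.62 (limma adjusted p = 2.2e-19), at 64.0 ± 12.9 FPKM against 0.363 ± 0.517, and VIT_204s0023g02200 (benzoate carboxyl methyltransferase) by 5.03 (limma adjusted p = 3.1e-15), at 132 ± 37.1 against 2.96 ± 0.418. VIT_211s0016g05840, annotated with a hydrophobic seed domain, fell by 7.27 on the log2 scale (log2 fold change −7.27, limma adjusted p = 3.5e-15), at 0.508 ± 0.677 FPKM against 199.2 to 234 in the control libraries. Sequencing depth and a few abundant genes are argued against as the cause of the changes at this stage by the values given above. Development further along in the NAA berries, which fitted 97.5% of the called genes, and an effect of NAA on each gene both stay open, and a mislabelled set of libraries (2 genes between E-L 38 and E-L 36 with NAA) cannot be told apart, since expression alone identifies them.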

How the results depend on the processing

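The 2 settings of the correlations without the NAA group of E-L 36 were chosen only after the values were seen. The values in each sentence are those as reported, then those under the setting.

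Without a filter on low values, with median-of-ratios scaling, with quantile normalization, with 0.1 added to the FPKM and with the replicate block, the 8 numbers of called genes and the 4500 genes called in at least 1 comparison stayed within 1.5 times their value. The number with NAA at E-L 36, 3496, lay between 2423 and 5236 over these settings, TPM, the fit of 6 libraries and the mean of at least 5 FPKM, and between 3319 and 3647 with 1 library left out. With the replicate block, the numbers were 115, 260, 115 and 100 for ABA and 664, 433, 3497 and 601 for NAA from E-L 34 to E-L 38, and 4499 genes in at least 1 comparison. The replicate numbers do not pair the libraries: after removal of group means, the correlation between libraries with the same number was −0.291 to 0.338 (median −0.00805), above 0.1 in 5 of 24 pairs.

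With a mean of at least 5 FPKM, which leaves 10553 of 17598 genes and so fewer to call, ABA fell from 121 to 50 genes at E-L 34 and from 114 to 57 at E-L 38, NAA from 667 to 375 at E-L 34 and from 602 to 387 at E-L 38, the genes in at least 1 comparison from 4500 to 2878, and the combinations of Figure 2C from 4 to 2. As TPM, ABA at E-L 34 rose from 121 to 192 (the cause was not tested). In the fit of the 6 libraries of each comparison alone, which estimates the spread from fewer samples, ABA fell to 0 at E-L 34 (3296 genes with an unadjusted p under 0.05), from 256 to 36 at E-L 35 and to 0 at E-L 38 (4528 with an unadjusted p under 0.05), NAA from 430 to 0 at E-L 35 (4302 with an unadjusted p under 0.05) and from 602 to 138 at E-L 38, the combinations of Figure 2C from 4 to 2 and of Figure 3 from 50 to 26, and the called switch genes of group c from 12 to 5.

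The share of called genes that were higher moved by more than 10 points in 12 cases, whose cause was not tested. With 0.1 added to the FPKM it went from 58.2% to 40.4% for ABA at E-L 35, from 73.5% to 50.9% at E-L 36 and from 28.1% to 54.4% at E-L 38; with a mean of at least 5 FPKM from 19.8% to 32.0% for ABA at E-L 34, to 38.6% at E-L 38 and from 59.4% to 43.5% for NAA at E-L 34; as TPM to 44.2% and 62.1% for ABA at E-L 35 and E-L 36; with median-of-ratios scaling to 34.7%, 69.4% and 16.8% for ABA at E-L 34, E-L 35 and E-L 38; and in the fit of 6 libraries to 77.8% for ABA at E-L 35. As TPM, the median log2 fold change of all tested genes was −0.14, −0.13 and −0.11 for ABA at E-L 34, E-L 35 and E-L 36 and 0.13, 0.17 and −0.14 for NAA at E-L 34, E-L 36 and E-L 38; changes as TPM are relative to these shifts. For NAA at E-L 36 it was 0.11 with 0.1 added to the FPKM and 0.10 with a mean of at least 5 FPKM.

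With 1 library left out, the number of called genes ranged from 20 to 158 for ABA at E-L 34, from 145 to 324 at E-L 35, from 51 to 103 at E-L 36 and from 28 to 403 at E-L 38, and from 301 to 663 for NAA at E-L 35 and 399 to 806 at E-L 38. The lowest values came without control replicate 2 at E-L 34 (20), control replicate 1 at E-L 35 (145), at E-L 36 (51) and at E-L 38 with NAA (399), and control replicate 3 at E-L 38 with ABA (28); the highest beyond 1.5 times came without control replicate 2 at E-L 38 with ABA (403) and NAA replicate 3 at E-L 35 (663). With ABA, other values beyond 1.5 times were 40 at E-L 34 without ABA replicate 1, 61.3% of the number at E-L 35 without ABA replicate 3, 72 and 68 at E-L 36 without ABA replicates 2 and 3, and 45, 45 and 48 at E-L 38 without ABA replicate 1, ABA replicate 2 and control replicate 1. The mean difference of group c for ABA at E-L 34, 0.05, ranged from −0.014 to 0.12 and was below 0 without control replicate 2 (−0.0024) or ABA replicate 3 (−0.014). The change of the NAA effect on VviNCED3 between E-L 35 and E-L 36, 3.65, ranged from 3.41 to 4.09 (4.09 without control replicate 1 of E-L 36), and the log2 ratio of VviCCD4a to VviCCD4b with NAA at E-L 35, −0.39, from −0.63 to 0.072 (0.072 without NAA replicate 3). The cause was not tested.

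With 0.1 in place of 1 added to the FPKM, which gives low values more weight, the mean differences of switch genes with NAA at E-L 34 went from −0.48 to −0.66 (cluster 1), from −1.22 to −1.45 (cluster 2), from −1.40 to −1.80 (group a), from −0.78 to −1.11 (group c) and from −1.77 to −2.20 (group d), those at E-L 36 from 1.37 to 1.49 (cluster 1), from 1.75 to 1.94 (group b) and from −0.84 to −0.98 (group e), that of group c with ABA at E-L 34 from 0.05 to −0.023, and the change of the NAA effect on VviPSY2 from −2.61 to −2.99. With quantile normalization, group b with ABA at E-L 34 went from 0.10 to 0.19 and group e with NAA at E-L 36 from −0.84 to −0.79. With the median over genes, the values with NAA at E-L 34 were −0.97 (cluster 2), −0.92 (group c) and −1.22 (group d), those at E-L 36 were 1.66 (group b), 0.33 (group c, from 0.15) and −0.76 (group e), and that of group c with ABA at E-L 34 was 0.28. The cause was not tested.

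With the stage means removed, r of VviPSY1 went from −0.760 to 0.388 for (E)-β-damascenone, from −0.744 to 0.479 for (Z)-β-damascenone and from −0.724 to 0.420 for total norisoprenoids, that of VviZDS with (Z)-β-damascenone from −0.0791 to 0.00959, that of VviCCD4b with 6-methyl-5-hepten-2-one from −0.232 to 0.327, and that of VviGATA26 with VviPSY1 from −0.656 to 0.111. With quantile normalization, r of VviZDS went from −0.127 to 0.158, from −0.0791 to 0.197 and from −0.140 to 0.142 for the same 3 measures, and with VviGATA26 from −0.177 to 0.108. With the stage means removed and without the NAA group of E-L 36, r of VviGATA26 was 0.246 with VviPSY1 and went from 0.563 to −0.773 with VviPSY2, and the relations of VviGATA26 at an adjusted p of at most 0.05 fell from 10 to 4. Such relations of VviPSY1 and VviZDS with norisoprenoids went from 3 to 0 with the stage means removed and to 6 with the control and ABA groups only, and those of VviCCD4a, VviCCD4b, VviGATA26 and the hub genes from 22 to 4 and to 0. The cause was not tested.

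Of the 42 relations, 38 kept sign and side of the limit with quantile normalization, 41 as FPKM without log, 18 with the stage means removed (18 weaker), 38 without the 2 farthest groups (4 weaker), 16 with the control and ABA groups only (23 weaker, 3 stronger) and 40 without the NAA group of E-L 36 (2 weaker). Of the 124 comparisons of named genes, 95 were called, and none changed direction in the settings run. The number that lost or gained a call was 6 and 7 with 0.1 added to the FPKM, 2 and 0 without a filter, 3 and 6 as TPM, 8 and 2 with median-of-ratios scaling, 2 and 3 with quantile normalization, 34 and 0 in the fit of 6 libraries, and 0 and 0 with the replicate block and, for the 100 comparisons it leaves, with a mean of at least 5 FPKM. With 1 library left out, 69 calls were lost and 12 gained in 744 fits of these comparisons. Low values limit what can be said of genes near 0 FPKM, whose fold change follows the amount added to the FPKM.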

Differences from the paper's values

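Of the tests in this part, 1 setting of the correlations with VviGATA26, named at its value, was chosen only after the result was seen. The other alternatives were set before the data were examined.

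Genes called in at least 1 comparison numbered 4500, against the paper's about 7300 genes in the modules of Fig. 6B, summed and read by eye. With 0.1 added to the FPKM (6363) and as TPM (5650) the number came within 1.5 times the paper's; without a filter (4508), with a mean of at least 5 FPKM (2878), with median-of-ratios scaling (4410), with quantile normalization (4397), in the fit of 6 libraries (3895), with the replicate block (4499) and with any 1 library left out it did not. In Fig. 2B, 17 of the paper's about 26 marked combinations of gene, treatment and stage, read by eye, passed the threshold in the direction marked. The number came within 1.5 times the paper's with 0.1 added to the FPKM (19), as TPM (20), with quantile normalization (18) and without ABA replicate 1 of E-L 34, NAA replicate 3 of E-L 35 or NAA replicate 1 of E-L 36 (18 each), and not without a filter (17), with a mean of at least 5 FPKM (13), with median-of-ratios scaling (16), in the fit of 6 libraries (15), with the replicate block (17) or with any other library left out. In Fig. 3, 50 of the paper's about 94 marked combinations, read by eye, passed. With 0.1 added to the FPKM (63) the number came within 1.5 times the paper's; without a filter (49), with a mean of at least 5 FPKM (39), as TPM (59), with median-of-ratios scaling (54), with quantile normalization (54), in the fit of 6 libraries (26), with the replicate block (50) and with 1 library left out (47 to 54) it did not.

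For correlations, the error of r in each setting is its own jackknife standard error over the groups, given in parentheses, so a setting with a wide error can reach the paper's value from farther away than one with a narrow error. Between VviPSY1 and (E)-β-damascenone, r was −0.760 (0.0533) here against the paper's −0.666; of the alternatives it came within its error of the paper's value at −0.702 (0.0859) as FPKM without log, and not at 0.388 (0.214) with the stage means removed, −0.820 (0.0663) without the 2 groups farthest from the median, −0.911 (0.0473) with the control and ABA groups only and −0.748 (0.0561) with quantile normalization. Between VviPSY1 and (Z)-β-damascenone, r was −0.744 (0.0695) here against the paper's −0.639; of the alternatives it came within its error of the paper's value at −0.685 (0.0885) as FPKM without log, and not at 0.479 (0.136) with the stage means removed, −0.793 (0.0986) without the 2 groups farthest from the median, −0.922 (0.0537) with the control and ABA groups only and −0.729 (0.0787) with quantile normalization. Between VviPSY1 and total norisoprenoids, r was −0.724 (0.0635) here against the paper's −0.630; of the alternatives it came within its error of the paper's value at −0.667 (0.0971) as FPKM without log, and not at 0.420 (0.202) with the stage means removed, −0.801 (0.0731) without the 2 groups farthest from the median, −0.912 (0.0450) with the control and ABA groups only and −0.711 (0.0675) with quantile normalization. The paper's values are those of Table S8. How many samples they rest on is not stated, while those here are over 12 group means. Averaging replicates can raise the size of r.

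For the cyan hub genes and (Z)-β-damascenone, r was −0.890 (0.0469) here against the paper's −0.84; of the alternatives it came within its error of the paper's value at −0.825 (0.117) without the 2 groups farthest from the median, −0.835 (0.125) with the control and ABA groups only and −0.862 (0.0653) with quantile normalization, and not at −0.891 (0.0488) as FPKM without log and −0.607 (0.116) with the stage means removed. For the black hub genes and (E)-β-damascenone, r was −0.841 (0.0693) here against the paper's −0.66; of the alternatives it came within its error of the paper's value at −0.744 (0.115) as FPKM without log, −0.358 (0.386) with the stage means removed and −0.719 (0.132) without the 2 groups farthest from the median, and not at −0.813 (0.0749) with the control and ABA groups only and −0.830 (0.0701) with quantile normalization. For the black hub genes and (Z)-β-damascenone, r was −0.838 (0.0494) here against the paper's −0.66; of the alternatives it came within its error of the paper's value at −0.745 (0.0862) as FPKM without log and −0.752 (0.116) without the 2 groups farthest from the median, and not at −0.323 (0.290) with the stage means removed, −0.827 (0.0791) with the control and ABA groups only and −0.826 (0.0536) with quantile normalization. For the black hub genes and total norisoprenoids, r was −0.817 (0.0788) here against the paper's −0.62; of the alternatives it came within its error of the paper's value at −0.715 (0.125) as FPKM without log, −0.337 (0.371) with the stage means removed and −0.674 (0.146) without the 2 groups farthest from the median, and not at −0.803 (0.0744) with the control and ABA groups only and −0.806 (0.0793) with quantile normalization. The paper's values are for whole modules, those here for 30 hub genes of each. Those here are also over 12 group means, and the paper does not state how many samples its own rest on. Averaging replicates can raise the size of r, so a larger r here is not by itself a discrepancy.

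Figures 2B, 2C and 3 mark 55 combinations of gene, treatment and stage as changed that did not pass the threshold here; 31 of them passed under at least 1 alternative and 24 under none, though each of those tested had a fold change in the direction marked. VIT_204s0079g00680 (VviPSY1), marked as higher with NAA at E-L 35, had a log2 fold change of 0.94 (limma adjusted p = 1.3e-04) and passed with 0.1 added to the FPKM and without NAA replicate 3. VIT_211s0016g01880 (VviLECY), marked as higher with NAA at E-L 36, had a log2 fold change of 0.89 (limma adjusted p = 4.1e-05) and passed with 0.1 added to the FPKM, as TPM, with quantile normalization and without NAA replicate 1. VIT_200s0533g00020 (VviZEP), marked as higher with NAA at E-L 36, had a log2 fold change of 0.86 (limma adjusted p = 1.9e-07) and passed with 0.1 added to the FPKM and as TPM. VIT_205s0051g00670 (VviNCED1), marked as higher with ABA at E-L 34, had a log2 fold change of 0.97 (limma adjusted p = 0.020) and passed under none of the alternatives run; marked as higher with NAA at E-L 38, it had a log2 fold change of 0.57 (limma adjusted p = 0.12) and passed under none of the alternatives run. VIT_210s0003g03750 (VviNCED2), marked as higher with ABA at E-L 36, had a log2 fold change of 0.97 (limma adjusted p = 0.016) and passed under none of the alternatives run. VIT_202s0087g00710 (VviABA-Hase), marked as lower with NAA at E-L 36, had a log2 fold change of −1.29 (limma adjusted p = 0.020) and passed without ABA replicate 1 of E-L 34. VIT_203s0063g00380 (VviABA-Hase), marked as lower with NAA at E-L 34, had a log2 fold change of −0.72 (limma adjusted p = 0.018) and passed as TPM. VIT_202s0087g00910 (VviCCD4a), marked as lower with ABA at E-L 35, had a log2 fold change of −0.91 (limma adjusted p = 0.12) and passed under none of the alternatives run. VIT_200s0225g00230 (VviTAR1), marked as lower with NAA at E-L 34, had a log2 fold change of −0.62 (limma adjusted p = 0.099) and passed with 0.1 added to the FPKM. VIT_207s0104g01260 (VviYUC10), marked as lower with ABA at E-L 38, had a log2 fold change of −1.66 (limma adjusted p = 0.011) and passed without control replicate 2 and when adjusted over the list alone.

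VIT_202s0025g01390, marked as higher with ABA at E-L 34, had a log2 fold change of 0.64 (limma adjusted p = 0.28) and passed under none of the alternatives run. VIT_206s0004g05460, marked as lower with NAA at E-L 34, had a log2 fold change of −0.91 (limma adjusted p = 0.0054) and passed with median-of-ratios scaling and without control replicate 2. VIT_216s0050g02680, marked as higher with NAA at E-L 35, had a log2 fold change of 0.63 (limma adjusted p = 0.19) and passed under none of the alternatives run; marked as lower with NAA at E-L 36, it had a log2 fold change of −0.74 (limma adjusted p = 0.057) and passed under none of the alternatives run; marked as higher with NAA at E-L 38, it had a log2 fold change of 0.83 (limma adjusted p = 0.081) and passed under none of the alternatives run. VIT_206s0004g06840, marked as higher with ABA at E-L 34, had a log2 fold change of 0.91 (limma adjusted p = 0.0096) and passed with median-of-ratios scaling and without ABA replicate 3. VIT_216s0022g02210, marked as higher with ABA at E-L 34, was too low to be tested and was not called without the filter. VIT_209s0002g03600, marked as higher with NAA at E-L 36, had a log2 fold change of 0.83 (limma adjusted p = 3.4e-04) and passed with 0.1 added to the FPKM, as TPM and without NAA replicate 3. VIT_213s0067g01270, marked as lower with NAA at E-L 38, had a log2 fold change of −0.66 (limma adjusted p = 0.060) and passed under none of the alternatives run. VIT_202s0236g00130, marked as lower with NAA at E-L 34, had a log2 fold change of −0.89 (limma adjusted p = 5.6e-06) and passed with quantile normalization. VIT_204s0069g01150, marked as lower with NAA at E-L 38, had a log2 fold change of −0.97 (limma adjusted p = 7.5e-05) and passed with 0.1 added to the FPKM, as TPM and without control replicate 2 or NAA replicate 3.

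VIT_208s0007g03420, marked as higher with ABA at E-L 34, had a log2 fold change of 0.37 (limma adjusted p = 0.63) and passed under none of the alternatives run; marked as lower with NAA at E-L 36, it had a log2 fold change of −0.51 (limma adjusted p = 0.30) and passed under none of the alternatives run. VIT_206s0080g00340, marked as higher with NAA at E-L 34, was too low to be tested and was not called without the filter. VIT_208s0007g02030, marked as lower with NAA at E-L 36, had a log2 fold change of −0.99 (limma adjusted p = 4.2e-06) and passed with 0.1 added to the FPKM, with median-of-ratios scaling and without control replicate 1, control replicate 3, NAA replicate 1 or NAA replicate 3. VIT_207s0005g04380, marked as higher with NAA at E-L 35, had a log2 fold change of 0.68 (limma adjusted p = 0.0027) and passed with 0.1 added to the FPKM; marked as higher with NAA at E-L 36, it had a log2 fold change of 0.93 (limma adjusted p = 9.6e-06) and passed with 0.1 added to the FPKM, as TPM and with quantile normalization. VIT_211s0016g05640, marked as higher with NAA at E-L 36, had a log2 fold change of 0.87 (limma adjusted p = 0.0022) and passed with 0.1 added to the FPKM, as TPM, with quantile normalization and without NAA replicate 2; marked as higher with NAA at E-L 38, it had a log2 fold change of 0.66 (limma adjusted p = 0.044) and passed under none of the alternatives run. VIT_205s0020g04670, marked as lower with ABA at E-L 34, had a log2 fold change of −0.99 (limma adjusted p = 0.11) and passed under none of the alternatives run; marked as lower with ABA at E-L 35, it had a log2 fold change of −1.08 (limma adjusted p = 0.054) and passed without NAA replicate 3. VIT_211s0052g00870, marked as lower with ABA at E-L 38, had a log2 fold change of −0.73 (limma adjusted p = 0.0026) and passed under none of the alternatives run; marked as higher with NAA at E-L 36, it had a log2 fold change of 0.76 (limma adjusted p = 5.6e-05) and passed with 0.1 added to the FPKM and as TPM. VIT_207s0141g00270, marked as higher with NAA at E-L 36, had a log2 fold change of 1.12 (limma adjusted p = 0.013) and passed as TPM, in the fit of the 6 libraries alone and without control replicate 2 of E-L 34, control replicate 2 of E-L 35, control replicate 3 of E-L 35, NAA replicate 2 of E-L 35 or NAA replicate 3 of E-L 35. VIT_218s0001g08090, marked as lower with NAA at E-L 36, had a log2 fold change of −0.93 (limma adjusted p = 5.3e-04) and passed with median-of-ratios scaling and without NAA replicate 1.

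VIT_211s0016g03540, marked as lower with ABA at E-L 34, had a log2 fold change of −1.32 (limma adjusted p = 0.018) and passed without control replicate 1 of E-L 35 or NAA replicate 3 of E-L 35 and when adjusted over the list alone. VIT_209s0002g04080, marked as lower with NAA at E-L 36, had a log2 fold change of −0.26 (limma adjusted p = 0.12) and passed with 0.1 added to the FPKM. VIT_206s0004g03130, marked as lower with NAA at E-L 36, had a log2 fold change of −0.79 (limma adjusted p = 0.0083) and passed with 0.1 added to the FPKM and as TPM. VIT_206s0004g02750, marked as lower with NAA at E-L 36, had a log2 fold change of −0.98 (limma adjusted p = 6.8e-08) and passed with 0.1 added to the FPKM, with median-of-ratios scaling, with quantile normalization and without control replicate 2 or NAA replicate 3. VIT_215s0046g00290, marked as lower with ABA at E-L 36, had a log2 fold change of −0.48 (limma adjusted p = 0.47) and passed under none of the alternatives run; marked as higher with NAA at E-L 36, it had a log2 fold change of 0.85 (limma adjusted p = 0.057) and passed under none of the alternatives run; marked as higher with NAA at E-L 38, it had a log2 fold change of 0.68 (limma adjusted p = 0.22) and passed under none of the alternatives run. VIT_203s0091g00310, marked as lower with NAA at E-L 36, had a log2 fold change of −0.94 (limma adjusted p = 1.5e-04) and passed with median-of-ratios scaling and without control replicate 3 or NAA replicate 1. VIT_207s0005g00090, marked as lower with ABA at E-L 34, had a log2 fold change of −1.11 (limma adjusted p = 0.013) and passed as TPM, without control replicate 1, control replicate 3, NAA replicate 2 of E-L 35 or NAA replicate 3 of E-L 35 and when adjusted over the list alone; marked as higher with ABA at E-L 38, it had a log2 fold change of 0.51 (limma adjusted p = 0.25) and passed under none of the alternatives run; marked as lower with NAA at E-L 36, it had a log2 fold change of −0.69 (limma adjusted p = 0.029) and passed with 0.1 added to the FPKM. VIT_207s0129g00660, marked as lower with ABA at E-L 35, had a log2 fold change of −2.06 (limma adjusted p = 0.066) and passed with 0.1 added to the FPKM; marked as lower with ABA at E-L 38, it had a log2 fold change of −0.41 (limma adjusted p = 0.82) and passed under none of the alternatives run; marked as lower with NAA at E-L 36, it had a log2 fold change of −0.71 (limma adjusted p = 0.44) and passed under none of the alternatives run. VIT_215s0046g01280, marked as lower with NAA at E-L 35, had a log2 fold change of −0.99 (limma adjusted p = 2.2e-04) and passed with 0.1 added to the FPKM, with quantile normalization and without control replicate 3 or NAA replicate 3.

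VIT_207s0104g00800, marked as lower with NAA at E-L 35, had a log2 fold change of −0.90 (limma adjusted p = 9.1e-04) and passed without control replicate 3. VIT_219s0014g04690, marked as higher with NAA at E-L 34, was too low to be tested and was not called without the filter. VIT_202s0154g00010, marked as higher with NAA at E-L 36, had a log2 fold change of 0.96 (limma adjusted p = 0.0010) and passed with 0.1 added to the FPKM, as TPM, with quantile normalization and without control replicate 2, NAA replicate 1 or NAA replicate 3. VIT_204s0023g00490, marked as lower with NAA at E-L 36, was too low to be tested and was not called without the filter.

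The paper's text states further changes. VviCCD4b is named as raised by ABA: at E-L 34 it had a log2 fold change of 1.05 (limma adjusted p = 0.025) and passed only when adjusted over the list alone. VviLECY, named as lowered by ABA at the early stage, had a log2 fold change of −0.65 at E-L 34 (limma adjusted p = 0.017) and passed under none of the alternatives run. VviLBCY, named as raised by NAA, had a log2 fold change of 0.996 at E-L 36 and passed with 0.1 added to the FPKM, as TPM and without control replicate 2 or NAA replicate 2. A VviPP2C (VIT_206s0004g06840) named as raised by ABA was lower at E-L 35 (log2 fold change −1.09) and higher at E-L 36 (log2 fold change 1.05).

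Most switch genes of groups a and d are stated to rise with ABA at E-L 34 or E-L 35: of the 17 genes of group a, 2 and 5 were called higher at these stages, and of the 19 of group d, 1 and 0. At an unadjusted p under 0.05, 9 genes of group a were higher and 0 lower at E-L 34 and 10 higher and 1 lower at E-L 35, and of group d 14 were higher and 1 lower at E-L 34 and 6 higher and 5 lower at E-L 35. VviMYBA1, VviMYBA2 and VviMYBA3 in these groups had log2 fold changes of 1.44, 1.27 and 1.32 with ABA at E-L 34 and did not pass, except VviMYBA1 with quantile normalization, without control replicate 1 and when adjusted over the list alone. The zinc finger gene VIT_206s0061g00760 of group a had log2 fold changes of 0.60 with ABA and −0.40 with NAA at E-L 34, neither past the threshold; at E-L 35 they were −0.77 and −1.16, the latter past it when adjusted over the list alone.

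VviCCD4b is stated to relate to 6-methyl-5-hepten-2-one and no other norisoprenoid. Over the 12 groups its r was −0.232 with that compound (adjusted permutation p = 0.47), 0.810 with (E)-β-damascenone (adjusted permutation p = 0.0031) and 0.825 with total norisoprenoids (adjusted permutation p = 0.0029). With the stage means removed, these r were 0.327, 0.635 and 0.673, with no adjusted permutation p of at most 0.05. VviZDS is placed with the genes that fall as norisoprenoids rise and opposite to VviGATA26. Its r was −0.127, −0.0791 and −0.140 with (E)-β-damascenone, (Z)-β-damascenone and total norisoprenoids, and −0.177 with VviGATA26; with the control and ABA groups only, the first of these were −0.757, −0.752 and −0.772, with an adjusted p of at most 0.05. Without the 2 groups farthest from the median, the rho of VviZDS was −0.721 with total norisoprenoids (adjusted permutation p = 0.024), and with the stage means removed and the NAA group of E-L 36 left out, a setting chosen after seeing the values, its rho with VviGATA26 was −0.691 (adjusted permutation p = 0.050).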

Other observations

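The tests on other splits of the libraries and, for the NAA libraries of E-L 36, those on development, depth, abundant genes and labels were chosen only after the results were seen, as were the position along development, the genes that fall in the control and the division of reads in the tests for VviCCD4a.

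For each of the 8 comparisons, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many called genes. The next largest number was 80 of 114 for ABA at E-L 38 (ABA replicates 1 and 3 with control replicate 2 against the others), 110 of 430 for NAA at E-L 35 (control replicate 1 with NAA replicates 1 and 2), 6 of 602 for NAA at E-L 38, 1 of 667 for NAA at E-L 34 and 0 in the other 4. Since 3 against 3 libraries cannot bring the share under 0.1, chance cannot be told apart from a treatment effect by these splits alone.

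NAA changed 3496 genes at E-L 36, more than at the other 3 stages. A difference in depth is argued against: mapped reads averaged 51.3 M with NAA and 53.0 M in the control, a ratio of 0.969, and ABA at E-L 36, farther from the same control libraries (50.8 M, a ratio of 0.958), changed 117 genes. A few abundant genes are argued against too, since 3498 genes were called after median-of-ratios scaling.

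Development may account for much of it. Of the genes called with NAA at E-L 36, 97.5% moved the same way between the control of E-L 36 and that of E-L 38, with the control libraries of E-L 36 split so that none entered both differences (97.1% to 97.8% over the splits). These genes were called with all control libraries of E-L 36, so the split does not free their share of that common reference. Over all tested genes, without a choice by call, the share was 84.5%, against 50.0% for simulated unchanged groups. No simulated share was computed for called genes. Of the 3496 genes, 2328 (66.6%) were also called in the same direction between these control stages and 7 in the other, 3138 were not called against the control of E-L 38, and 346 (9.90%) were called in the same direction against the controls of both stages, 36 higher and 310 lower. The NAA libraries of E-L 36 stood at 99.5% of the way from the control of E-L 34 to that of E-L 38 and the control libraries of E-L 36 at 41.1%, a difference of 58.4 points (exact permutation p = 0.1, the smallest possible). VviCCD4a was at 125 FPKM in these libraries and 120.1 in the control of E-L 38 (log2 fold change 0.08), and VviGATA26 at 44.0 and 45.3 (log2 fold change −0.03). Whether NAA moved ripening or the berries were collected at a later state was not tested.

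A mislabelled set of libraries cannot be told apart for this pattern, since expression alone identifies the libraries: between the NAA libraries of E-L 38 and E-L 36, 2 genes were called, VIT_211s0052g00810 (log2 fold change 1.54) and VIT_200s0287g00070 (log2 fold change −1.31), both named after their values were seen, while 1642 had an unadjusted p under 0.05. In the control, 3032 genes were called between the same stages. NAA berries that change little after E-L 36 would give the same result.

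VviCCD4a was higher with NAA already at E-L 34. Development is argued against as the whole cause: over the 4836 genes that changed in the control, the NAA libraries of E-L 34 stood at −0.58% of the way from the control of E-L 34 to that of E-L 38 (highest 0.18%), with the control of E-L 34 at 0.87% (exact permutation p = 0.7). The control libraries of E-L 36 stood at 36.1% or more and held at most 6.33 FPKM of VviCCD4a, and the NAA libraries of E-L 34 held at least 32.7. VviCCD4a itself had gone 68.2% of the way. A small step ahead in development cannot be told apart, because genes that rise in the control had a median of 3.70% over 1668 genes, just above the control libraries (−4.05% to 2.78%), and those that fall had −6.46%, within them (−10.1% to 7.01%). Reads divided between VviCCD4a and VviCCD4b are argued against as the whole cause: the sum of both genes was 6.39 times that of the control, with all 3 NAA libraries above all 3 control libraries, and the ABA libraries of E-L 36 held more VviCCD4b (at least 32.7 FPKM) than the NAA libraries of E-L 34 (at most 20.9) and at most 0.370 FPKM of VviCCD4a. An effect of NAA on VviCCD4a stays open as a hypothesis.

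NAA replicate 3 of E-L 35 lies nearer to ABA replicate 2 of E-L 35 (r 0.988) than to its own group (r 0.964 and 0.970). Over the 667 genes called with NAA at E-L 34 it showed 14.0% of that effect, against 52.4% and 59.2% in replicates 1 and 2, −3.42% to 5.27% in the control and −13.7% to −8.35% in the ABA libraries of E-L 35. A library from berries without NAA cannot be told apart from a weak response, since the value of 1 library lies between the groups. Without it, 663 genes were called in place of 430.

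Control replicate 2 of E-L 38 lies nearer to ABA replicate 3 of that stage (r 0.987) than to the other control libraries (r 0.967 and 0.974). Over 447 genes called with ABA at E-L 34, E-L 35 or E-L 36 it showed 9.58% of the ABA effect, against −4.38% and −5.19% in the other control libraries and −4.65% to 3.19% with ABA. As the scores are relative to the mean of all control libraries of E-L 38, those of the other control libraries depend on replicate 2. A library from berries treated with ABA cannot be told apart, since these genes do not separate the 2 groups at E-L 38. Without it, 403 genes were called with ABA in place of 114. No biological explanation was tested for this library or for NAA replicate 3 of E-L 35.

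The negative r of VviPSY1 with total norisoprenoids (−0.724) may come from stage, which moves both: with the stage means removed, r was 0.420. For the positive relations of VviGATA26 with the genes of Figure 7, 9 of 13 were positive at an adjusted p of at most 0.05 over the 12 groups and 9 of 13 with the stage means removed. Stage cannot be told apart as their source by this, because the NAA group of E-L 36 stood at 99.5% of the control's development and the control of E-L 36 at 41.1%, so the mean of its stage leaves its development in. When that group was also left out, 3 of 13 were positive at that limit and 1 negative. With the stage means kept, 9 of 13 were positive at that limit without that group, a setting chosen after the values were seen. In the control and ABA groups only, 9 of 13 were positive too. These values argue against that group alone as the source of the relations over the 12 groups. For the relations with the stage means removed, it cannot be told apart as the source, because 11 groups remain and 2 of them stand at E-L 36 to give the mean that is removed there. A link of VviGATA26 to these genes was not tested apart from development. The counts with the stage means removed rest on permutation p-values that tend to be too small.

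On the scale of the control's development, the ABA libraries stood at 5.92%, 13.4%, 34.6% and 91.9% from E-L 34 to E-L 38, the control libraries at 0.87%, 16.0%, 41.1% and 98.3% and the NAA libraries at −0.58%, 9.74%, 99.5% and 95.5%. ABA at E-L 36 lay 6.42 points below the control (difference −6.42, exact permutation p = 0.1, the smallest possible, and 0.3 with 0.1 added to the FPKM) and NAA at E-L 35 6.31 points below (difference −6.31, exact permutation p = 0.1, and 0.2 in each alternative). Of the 36 libraries, 31 had their nearest neighbour in their own group, and 5 did not: ABA replicates 2 and 3 of E-L 34, ABA replicate 2 of E-L 35, NAA replicate 3 of E-L 35 and control replicate 2 of E-L 38. Against the control of E-L 38, the NAA libraries of E-L 36 differed in 646 genes, 54 higher and 592 lower.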
